# Integrin signalling regulates YAP and TAZ to control skin homeostasis

**DOI:** 10.1242/dev.133728

**Published:** 2016-05-15

**Authors:** Ahmed Elbediwy, Zoé I. Vincent-Mistiaen, Bradley Spencer-Dene, Richard K. Stone, Stefan Boeing, Stefanie K. Wculek, Julia Cordero, Ee H. Tan, Rachel Ridgway, Val G. Brunton, Erik Sahai, Holger Gerhardt, Axel Behrens, Ilaria Malanchi, Owen J. Sansom, Barry J. Thompson

**Keywords:** Hippo pathway, Integrin, Yes-associated protein, TAZ, Stratified squamous epithelium

## Abstract

The skin is a squamous epithelium that is continuously renewed by a population of basal layer stem/progenitor cells and can heal wounds. Here, we show that the transcription regulators YAP and TAZ localise to the nucleus in the basal layer of skin and are elevated upon wound healing. Skin-specific deletion of both YAP and TAZ in adult mice slows proliferation of basal layer cells, leads to hair loss and impairs regeneration after wounding. Contact with the basal extracellular matrix and consequent integrin-Src signalling is a key determinant of the nuclear localisation of YAP/TAZ in basal layer cells and in skin tumours. Contact with the basement membrane is lost in differentiating daughter cells, where YAP and TAZ become mostly cytoplasmic. In other types of squamous epithelia and squamous cell carcinomas, a similar control mechanism is present. By contrast, columnar epithelia differentiate an apical domain that recruits CRB3, Merlin (also known as NF2), KIBRA (also known as WWC1) and SAV1 to induce Hippo signalling and retain YAP/TAZ in the cytoplasm despite contact with the basal layer extracellular matrix. When columnar epithelial tumours lose their apical domain and become invasive, YAP/TAZ becomes nuclear and tumour growth becomes sensitive to the Src inhibitor Dasatinib.

## Abstract (precis)

**Summary:** In the squamous epithelium of the mouse skin, the transcription factors YAP and TAZ are regulated by integrin-Src signalling, and are required for proliferation of skin stem/progenitor cells.

## INTRODUCTION

The Yes-associated protein (YAP) family of transcriptional co-activators are emerging as potent oncoproteins that strongly drive cell proliferation in many types of stem/progenitor cells and cancers (Harvey et al., 2013; Irvine and Harvey, 2015; Pan, 2010, 2015; Piccolo et al., 2013). The function of YAP family co-activators was first discovered by *Drosophila* genetics, where the sole YAP homologue Yorkie (Yki) was found to be necessary and sufficient to promote cell proliferation and tissue overgrowth in epithelia (Huang et al., 2005). Subsequent genetic experiments in mice showed that ectopic expression of YAP (also known as YAP1) was sufficient to drive cell proliferation in liver, intestine, bronchus and skin (Cai et al., 2010; Camargo et al., 2007; Dong et al., 2007; Schlegelmilch et al., 2011; Zhang et al., 2011a; Zhao et al., 2014). Surprisingly, YAP knockout mice have mild phenotypes, although they are deficient in proliferative repair of the intestine and resistant to intestinal tumour formation (Azzolin et al., 2014; Cai et al., 2010), as well as showing reduced bronchial stem cells (Zhao et al., 2014) and kidney defects (Reginensi et al., 2015). An important and widespread physiological role for YAP in mice might be obscured by the possibility of redundancy between YAP and TAZ (also known as WWTR1) a second mammalian family member that is highly similar in both sequence and function.

At the molecular level, Yki and YAP were shown to function by associating with the DNA-binding transcription factor Scalloped (Sd; or TEAD in humans) to drive transcription of anti-apoptotic and pro-proliferative target genes (Koontz et al., 2013; Liu-Chittenden et al., 2012; Vassilev et al., 2001; Wu et al., 2008). Other co-factors of Yki/YAP that promote transcription include WBP2 (Zhang et al., 2011b), MASK1/2 (Sansores-Garcia et al., 2013; Sidor et al., 2013) and the SWI/SNF complex (Jin et al., 2013; Oh et al., 2013). The activity of Yki was found to be regulated by the *Drosophila* Hippo-Warts (Hpo-Wts) kinase signalling pathway, in which Wts directly phosphorylates Yki to promote its relocalisation from the nucleus to the cytoplasm (Dong et al., 2007; Huang et al., 2005; Oh and Irvine, 2008). In human cells in culture, YAP nuclear localisation is similarly inhibited upon LATS1/2 kinase phosphorylation, because phosphorylated YAP is retained the cytoplasm by binding to 14-3-3 family proteins (Dong et al., 2007; Zhao et al., 2007). This entire molecular system is now referred to as the Hippo signalling pathway.

Much recent work has aimed to identify upstream regulators of Hippo signalling. A group of apically localised proteins including Crumbs (Crb, CRB1/2/3 in humans), Merlin (Mer, NF2 in humans), Expanded (Ex, similar to Willin and AMOT in humans) and Kibra (Kib, KIBRA or WWC1 in humans) were found to activate Hippo signalling (repressing Yki activity) in *Drosophila* epithelia (Baumgartner et al., 2010; Chen et al., 2010; Genevet et al., 2010; Hamaratoglu et al., 2006; Ling et al., 2010; Varelas et al., 2010; Yu et al., 2010) and in mice (Szymaniak et al., 2015). In addition, a group of adherens junction-localised proteins including Ajuba (Jub), Zyxin (Zyx), Dachs, Mib and Riquiqui (Riq), were shown to inhibit Hippo signalling (activating Yki) in *Drosophila* epithelia (Cho et al., 2006; Das Thakur et al., 2010; Degoutin et al., 2013; Gaspar et al., 2015; Mao et al., 2006; Rauskolb et al., 2011). Finally, manipulation of the level of F-actin in *Drosophila* can also affect Hippo signalling, possibly via signalling through the Src kinase, which can promote Yki activation (Enomoto and Igaki, 2013; Fernandez et al., 2011, 2014; Sansores-Garcia et al., 2011). Human YAP and TAZ were subsequently found to act as F-actin responsive mechanosensors in cell culture (Aragona et al., 2013; Benham-Pyle et al., 2015; Dupont et al., 2011; Zhao et al., 2007), but how their subcellular localisation is physiologically regulated in human epithelial tissues and cancers *in vivo* remains a fundamental unsolved problem.

Here, we examine the physiological function and regulation of YAP and TAZ in mammalian epithelial tissues. We focus on stratified squamous epithelia, particularly the skin, and compare our findings with columnar epithelia, such as the intestine and bronchus. We propose that YAP and TAZ act as sensors of both apical and basal signals *in vivo*, and that this regulatory logic explains why these proteins localise to the nucleus in basal stem/progenitor cells to promote cell proliferation and tissue renewal. Elevation of YAP and TAZ can then drive increased cell proliferation during wound healing or tumour formation.

## RESULTS

### YAP and TAZ are expressed in both mouse and human skin, and regulate gene expression in basal layer stem/progenitor cells

We began by characterising the expression and subcellular localisation of YAP and TAZ in both mouse and human skin. Both proteins were found to be expressed and nuclear localised in a subset of cells in the skin of the mouse embryo, neonate and adult. Nuclear localisation of YAP and TAZ was particularly prominent in basal layer cells of both interfollicular epidermis and the hair follicle (Fig. 1A). Some nuclear localisation was also detected in the highly flattened squamous cells, consistent with results in cell culture where cell flattening induces nuclear accumulation of YAP and TAZ (Dupont et al., 2011) (Fig. 1A). Human YAP and TAZ show a similar pattern of subcellular localisation in sections of adult human skin (Fig. 1B). Basal layer cells feature nuclear YAP and TAZ, whereas differentiating daughters feature cytoplasmic YAP and TAZ (Fig. 1B). Again, some nuclear localisation is also detectable in highly flattened squamous cells that have terminally differentiated (Fig. 1B).

**Fig. 1.**
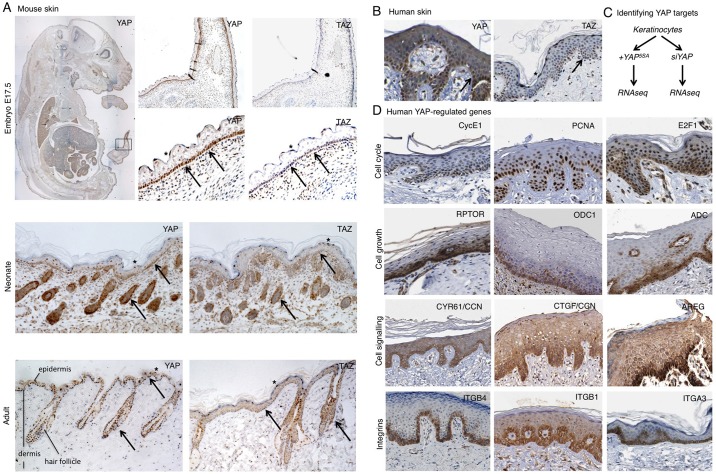
**YAP and TAZ are expressed in both mouse and human skin and regulate gene expression in basal layer stem cells.** (A) Mouse skin at three developmental stages, including embryonic (E17.5), neonate and adult. Tissue sections were stained for either YAP or TAZ to reveal their expression and subcellular localisation. (B) Human skin (adult) stained for either YAP or TAZ. Note the nuclear localisation in basal layer stem/progenitor cells as well as terminally differentiating flattened cells. Other differentiating cells have cytoplasmic YAP and TAZ localisation. Arrows indicate nuclear YAP/TAZ; asterisks indicate flattened suprabasal cells with nuclear YAP/TAZ. (C) Analysis of YAP-dependent gene expression by RNA-seq was performed by comparison of YAP gain and loss of function in keratinocytes (see Fig. S1). (D) YAP-regulated genes identified by RNA-seq analysed for their expression patterns in skin tissue by mining the Human Protein Atlas dataset (see Materials and Methods). Strong enrichment in basal layer stem/progenitor cells is evident for many target genes, indicating that YAP and TAZ are transcriptionally active in this population of cells.

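RNA was sequenced from A431 cells, an epidermoid carcinoma line, and from HaCaT cells, an immortalised keratinocyte line. For each line the sample labels list 1 library from cells given a control siRNA (siCTRL), 3 from cells given siRNA against YAP1 (siYAP), 1 from cells carrying the empty vector and 3 from cells expressing the mutant YAP (YAP5SA), which makes 16 libraries in 8 groups. The Materials and Methods state biological triplicates, whereas the labels give a single control library for each arm of each line. The spread between control cultures could therefore not be measured. The paper gives 50 to 100 nM siRNA, used as siGenome pools, for a total of 72 h in 2D culture, and the labels give 48 h after the second transfection.

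The authors trimmed the paired reads from 100 to 75 bp, mapped them to RefSeq gene models with RSEM (v.1.2.21) and deposited the estimated number of read pairs on each gene, neither scaled between libraries nor filtered. The genes are listed by symbol, and the paper's text names no genome build, so no positions are given. Of the 26229 listed genes, 4970 had no count in any library. Between 18115624 and 46791673 read pairs per library were assigned to genes, with a median of 26622174. In A431 cells the totals were 20393720 with siCTRL, 19423531 to 46791673 (median 27855518) with siYAP, 21560185 with the empty vector and 24136767 to 37228429 (median 25388830) with YAP5SA. In HaCaT cells they were 18115624 with siCTRL, 20204492 to 28729899 (median 24061717) with siYAP, 34382933 with the empty vector and 36919543 to 39980642 (median 38275623) with YAP5SA. The paper reports about 69 M paired-end reads sequenced per sample, a number that was not computed here, and all values given use the assigned pairs. A count of 0 allows up to 3 counts, which lay between 0.063 and 0.164 counts per M assigned pairs (CPM) in these libraries. That limit covers counting error only, and the counts of every pair of replicates differed by more than sampling noise.

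The rounded counts were scaled by TMM factors and tested with edgeR's quasi-likelihood test in 1 model of the 8 groups, over the 14673 genes with a mean above 10 counts per library. The paper's filter on genes with 10 or fewer mapped reads per sample can also be read as a minimum for every library, and that reading was run as an alternative. As in the Materials and Methods, a gene was called differentially expressed at an FDR (Benjamini-Hochberg) under 0.05 and a logCPM above 1. The 8 residual degrees of freedom came from the 4 treated triplicates, with a biological coefficient of variation of 0.174. Comparisons over both lines took the mean of the 2 lines' log2 fold changes, and so set 6 treated libraries against 2 controls. An exact permutation test of 3 libraries against 1 cannot go below p = 0.25. As a yardstick for comparisons with a single control, each treated library was set against the other 2 of its own triplicate. These 12 comparisons called a median of 1 gene. The highest counts were 428 genes for HaCaT YAP5SA replicate 2, 142 for A431 YAP5SA replicate 1 and 117 for HaCaT YAP5SA replicate 1, and no siYAP library gave more than 10.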

To confirm that YAP and TAZ are transcriptionally active in the skin, we sought to identify YAP-regulated genes by an RNA-sequencing (RNA-seq) approach in human keratinocytes. mRNA was isolated from cells expressing activated mutant *YAP^5SA^* or siRNAs against *YAP* and subjected to RNA-seq and gene-set enrichment analysis (Fig. 1C, Fig. S1). 

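The level of YAP1 itself was read in every library as TMM-scaled CPM. In A431 cells YAP1 had 94.3 CPM with siCTRL and 5.34, 7.00 and 5.04 CPM in the 3 siYAP libraries, a log2 fold change of -4.02 (SE 0.46, FDR = 0.000761, edgeR quasi-likelihood test, Benjamini-Hochberg). In HaCaT cells it had 254 CPM with siCTRL and 23.2, 21.6 and 21.8 CPM with siYAP, a log2 fold change of -3.52 (SE 0.45, FDR = 0.000894 by the same edgeR test). With YAP5SA the YAP1 count, which does not separate the mutant from the endogenous transcript, was 1495, 3245 and 2940 CPM in A431 cells against 124 CPM with the empty vector. This log2 fold change of 4.36 (SE 0.65) was not past the threshold (edgeR FDR = 0.197). In HaCaT cells the 3 YAP5SA libraries had 7549, 22255 and 10069 CPM against 423 CPM, a log2 fold change of 4.97 (SE 0.67, edgeR FDR = 0.00208). WWTR1, which encodes TAZ, changed with siYAP by -0.16 (SE 0.15, edgeR FDR = 0.6) in A431 cells and by 0.52 (SE 0.16, edgeR FDR = 0.0809) in HaCaT cells, where it had 81.2 CPM with siCTRL and 108, 114 and 127 CPM with siYAP and was called when adjusted over the list alone of 17 genes that the paper names. Over both lines it changed by 0.18 (SE 0.11, edgeR FDR = 0.314) with siYAP and by 0.10 (SE 0.11, edgeR FDR = 0.621) with YAP5SA on the log2 scale.

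**Figure D1:**
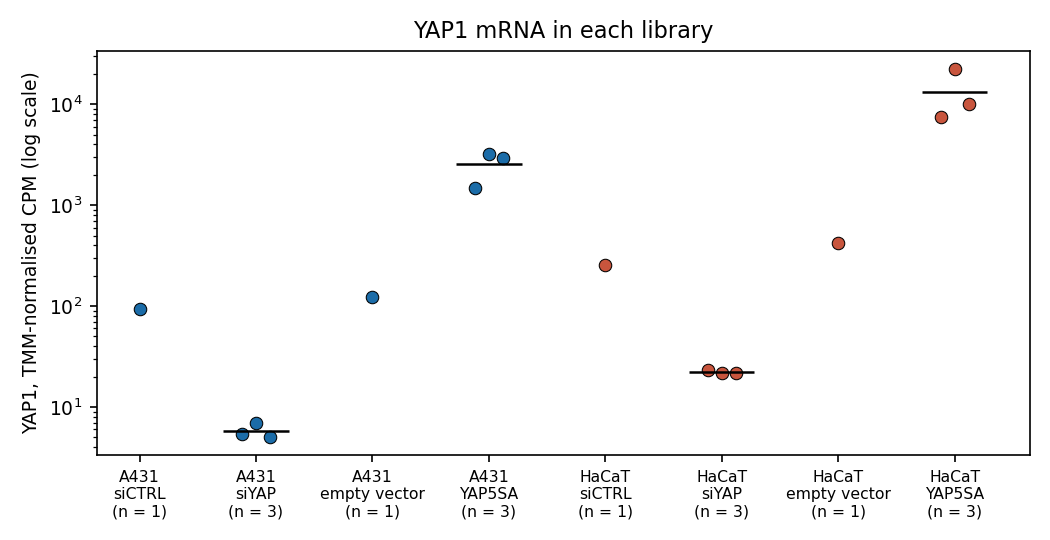
YAP1 level in each of the 16 libraries, in TMM-scaled CPM on a log axis, by cell line and group, with 1 point per library. The siYAP libraries sit between 5.04 and 23.2 CPM and the YAP5SA libraries between 1495 and 22255 CPM, below and above their own controls in both lines.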

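siYAP lowered 555 genes and raised 266 in A431 cells, and lowered 484 and raised 348 in HaCaT cells. Of these, 162 were lower and 66 higher in both lines, where independent calls would share 18.3 and 6.3. Here and below, numbers from independent calls are taken over all tested genes. Only genes with a logCPM above 1 could be called, so these numbers are too low. Over both lines siYAP lowered 1127 genes and raised 777. Among genes that also changed by at least 1 on the log2 scale the balance was the reverse over both lines, with 128 lower and 196 higher, and in HaCaT cells, with 131 lower and 177 higher, and in A431 cells 167 were lower and 136 higher. YAP5SA lowered 975 genes and raised 1026 in HaCaT cells, but no gene passed the threshold in A431 cells, where 828 genes had an unadjusted p under 0.05. Over both lines YAP5SA lowered 97 genes and raised 203. Of the genes called with YAP5SA that changed by at least 1 on the log2 scale, 176 were lower and 578 higher in HaCaT cells. Over both lines 19 were lower and 58 higher. Other settings moved these counts. With siCTRL and empty vector together as 2 controls 198 genes were called with siYAP in A431 cells and 2941 in HaCaT cells. The balance with YAP5SA was reversed there, with 1208 lower and 700 higher in HaCaT cells and 465 lower and 301 higher over both lines. HaCaT YAP5SA called 662 genes with each line fitted alone, and YAP5SA over both lines called 0 in an additive model of line and treatment, where 1342 had an unadjusted p under 0.05. Single libraries also moved them. Without replicate 3 of A431 siYAP 331 genes were called in that comparison, without replicate 1 433 and without replicate 2 542, and HaCaT siYAP called 522 without its replicate 3. Without A431 YAP5SA replicate 1, A431 YAP5SA called 87 genes. The 300 genes called over both lines with YAP5SA became 1234 without A431 replicate 1, 63 without A431 replicate 2, 50 without A431 replicate 3, 1370 without HaCaT replicate 1 and 139 without HaCaT replicate 3. HaCaT YAP5SA called 1140 genes without its replicate 3.

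The difference between the lines was tested as an interaction, which called 25 genes for siYAP and 13 for YAP5SA. The direct comparison of YAP5SA with siYAP libraries, in which vector and siRNA transfection differ along with YAP, called 8571 genes. When each arm was first set against its own control, the same comparison called 1413.

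Of the genes called lower with siYAP over both lines, 556 of the 1043 with a 3' UTR in the GENCODE annotation, or 53.3%, held TTCTTAA or CTTCTTA there, against 27.1% of the 10706 tested genes with such a UTR. Of the genes called higher, 24.8% held one. With siYAP 69.3% of the 524 genes with the joint 8-base site CTTCTTAA had a negative log2 fold change, as did 56.6% of the 2382 with a 7-base site only and 46.2% of the 7800 with neither. These shares are not adjusted for UTR length or GC content, and a gradient was also seen with YAP5SA in HaCaT cells, where no siRNA against YAP1 was used. There the shares were 63.4%, 61.3% and 47.9%, against 61.8%, 53.7% and 48.2% with siYAP in the same line, and 36.9% of the genes called lower with YAP5SA held a site. In A431 cells they were 42.2%, 37.5% and 42.9% with YAP5SA and 72.3%, 59.7% and 45.4% with siYAP. UTR length and GC content were then taken out for TTCTTAA. The difference of mean log2 fold change between genes with and without it was divided by its standard error. In HaCaT cells this was -12.72 with siYAP and -0.45 with YAP5SA, so little of the YAP5SA gradient remained for that site. In A431 cells it was -9.71 and -1.7.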

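Loss and gain of function were then compared gene by gene over both lines. A total of 20 genes were lower with siYAP and higher with YAP5SA, where independent calls would give 15.6, and 14 were higher with siYAP and lower with YAP5SA, where 5.1 would be given. YAP1, which both arms change by design, and ITGB2 were among the 20, and MMP12 and ALDH1A1 among the 14. A further 7 genes were lower in both arms (7.5 from independent calls) and 23 higher in both (10.7). These counts followed the YAP5SA calls. Without A431 YAP5SA replicate 1 they were 66 and 55 in opposite directions, without HaCaT YAP5SA replicate 1 65 and 50, without A431 replicate 2 or 3 8 and 4 in each case, and without HaCaT YAP5SA replicate 3 12 and 7. The 20 became 13 without A431 siYAP replicate 2. This count was below that from independent calls with DESeq2 (61 against 65.0) and with the likelihood ratio test (54 against 57.0). It was also below with more than 10 counts in every library (22 against 23.5) and without HaCaT YAP5SA replicate 2 (22 against 23.7). It was above that number in other settings, such as without A431 YAP5SA replicate 2 (8 against 3.1). With siCTRL and empty vector as 2 controls it was 48 against 41.9. Over the genes that could be called, each number from independent calls would be higher, so a small excess such as 20 against 15.6 or 48 against 41.9 is not established.

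Across the 14673 genes, which are not independent replicates, the 2 arms' log2 fold changes had a Pearson correlation of 0.114 and a Spearman correlation of 0.004 over both lines. Within A431 cells these were 0.003 and -0.248, and -0.038 and -0.294 among the 12240 genes with a logCPM above 1, so that the ranks of the 2 arms ran in opposite directions there. Within HaCaT cells they were 0.124 and 0.036. With more than 10 counts required in every library the correlations over both lines were -0.064 and -0.054, and with siCTRL and empty vector as 2 controls they were -0.149 and -0.329. The siYAP log2 fold changes of the 2 lines had a Pearson correlation of 0.27 and a Spearman correlation of 0.368 across genes, and those of YAP5SA had -0.015 and 0.014.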

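Gene-set enrichment was measured for 12 hand-written lists, since the paper's text does not give the members of its sets. Genes were pre-ranked by log2 fold change over both lines, and each list, of 18 to 79 tested genes, was scored with fgsea (normalised enrichment score, NES, with 10000 permutations and Benjamini-Hochberg adjustment over the 12 lists). Because fgsea permutes genes and takes no account of their correlation, camera, with a preset correlation of 0.01, and fry were run beside it. The paper judges a gene set significant at an FDR under 0.25 and strongly so under 0.05. At 0.25 9 lists passed in fgsea with siYAP and 6 with YAP5SA, and at 0.05 7 and 4. A list is said to pass here at 0.05.

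With siYAP the DNA replication and E2F targets list fell (NES -3.33, FDR = 0.00364), with 62 of its 64 genes lower and 36 of them called. Its FDR was 4.7e-23 in camera and 0.0137 in fry, and its NES was -3.29 in A431 and -2.29 in HaCaT cells. The lists of MYC targets (NES -2.65), mitosis (NES -2.40) and proteasome genes (NES -2.34) fell with the same fgsea FDR of 0.00364, and that of ribosomal proteins fell with an NES of -1.98 (fgsea FDR = 0.0038), in HaCaT cells (NES -2.47) and not in A431 cells (NES 0.73). The extracellular matrix list rose (NES 1.53, fgsea FDR = 0.0177), as did the keratinocyte differentiation list (NES 1.58, fgsea FDR = 0.0207), whose FDR was 0.0581 without A431 siYAP replicate 2. Of the 37 keratinocyte genes, 10 were at 3 counts or fewer in a group, and the list's median log2 fold change was 0.25 with them and 0.001 without them. It rose in HaCaT cells (NES 1.82, fgsea FDR = 0.00179, 0.0336 in fry) and not in A431 cells (NES 1.04, fgsea FDR = 0.555). Over both lines 6 of these 7 lists passed an FDR of 0.05 in camera, all but keratinocyte differentiation, and in fry only the DNA replication and E2F targets list did. The remaining 5 lists did not pass in fgsea with siYAP. They were YAP targets (NES 0.66, FDR = 0.92), translation factors (NES 0.81, FDR = 0.838), EGFR and ERK signalling targets (NES 1.04, FDR = 0.518), interferon-stimulated genes (NES 1.31, FDR = 0.146) and integrins (NES 1.45, FDR = 0.105). The integrin list rose past the threshold in camera (FDR = 0.00221) and in fry (FDR = 0.000604). The YAP targets list had 28 genes lower and 23 higher, and its direction changed with the ranking. Ranked by the signed root of the quasi-likelihood F, its NES was -1.15 (fgsea FDR = 0.239), without A431 siYAP replicate 3 -0.90 and without HaCaT siYAP replicate 2 -0.92. Translation factors had an NES of -1.65 (FDR = 0.00881) with that same ranking.

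With YAP5SA 4 lists passed. YAP targets rose (NES 1.84, fgsea FDR = 0.002), with 42 of 51 genes higher and 13 called, as did MYC targets (NES 1.83, fgsea FDR = 0.002, 61 of 65 genes higher) and EGFR and ERK signalling targets (NES 1.82, fgsea FDR = 0.002, 32 of 39 genes higher). The ribosomal proteins list fell (NES -1.79, fgsea FDR = 0.0025), but without HaCaT YAP5SA replicate 1 its NES was -1.38 (FDR = 0.0739). All 4 passed in camera, and YAP targets (FDR = 0.00127) and EGFR and ERK signalling targets (FDR = 0.0121) passed in fry. The NES of YAP targets was 1.78 (fgsea FDR = 0.00456) in A431 and 1.69 (fgsea FDR = 0.00331) in HaCaT cells. In A431 cells 31 genes were higher and 19 lower, with a median log2 fold change of 0.066 (fry FDR = 0.36). In HaCaT cells 41 were higher and 10 lower, with a median of 0.738 (fry FDR = 0.000514). DNA replication and E2F targets (NES 1.43, FDR = 0.0823) were under 0.25 and not under 0.05. They were under 0.05 without A431 YAP5SA replicate 1 (NES 1.62, FDR = 0.00833) or HaCaT YAP5SA replicate 1 (NES 1.60, FDR = 0.0148). They were not under 0.25 with transcript length and GC content taken out (NES 1.21, fgsea FDR = 0.386, against 0.0857 before). Interferon-stimulated genes (NES 1.33), integrins (NES 1.25), extracellular matrix (NES 1.20), keratinocyte differentiation (NES 0.92), translation factors (NES 0.77), proteasome (NES 0.56) and mitosis (NES -1.11) had fgsea FDRs from 0.195 to 0.981, and integrins passed in fry (FDR = 0.0127). Several of these means cover opposite values in the lines, with an NES of 1.62 in A431 and -2.16 in HaCaT cells for mitosis, 1.77 and -1.31 for proteasome and -1.10 and 1.44 for extracellular matrix. Keratinocyte differentiation had an NES of 1.5 in A431 cells (fgsea FDR = 0.0762) and -1.54 in HaCaT cells (fgsea FDR = 0.0556). In HaCaT cells it was lower in camera (FDR = 0.0343) and fry (FDR = 0.0144), with 19 genes higher and 18 lower. Over both lines its direction changed without HaCaT YAP5SA replicate 1 (NES -1.24).

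**Figure D2:**
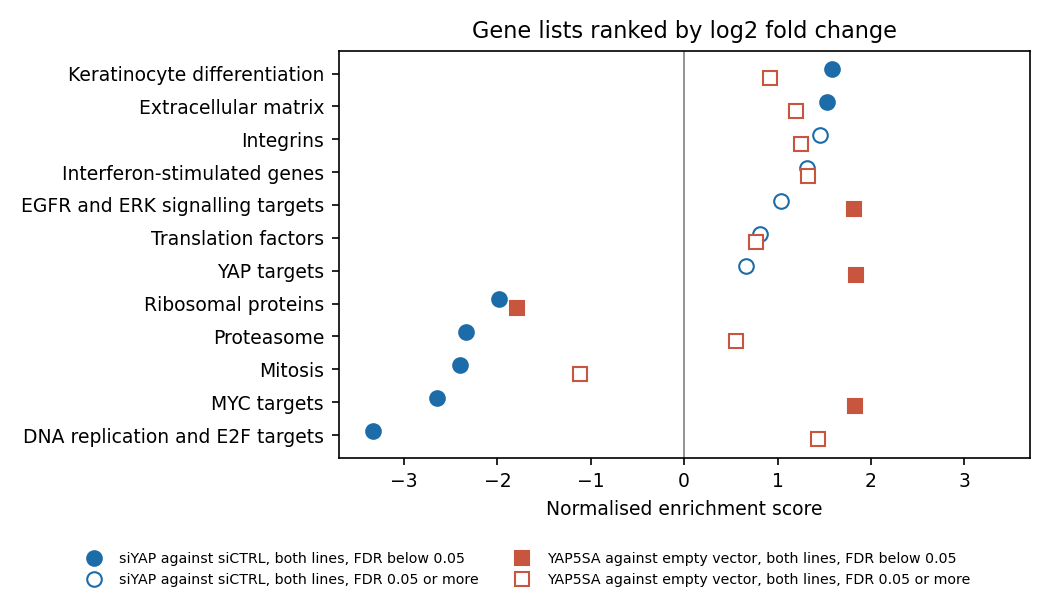
NES of the 12 gene lists for siYAP against siCTRL and for YAP5SA against empty vector, over both lines, with filled points at an fgsea FDR under 0.05 (Benjamini-Hochberg). DNA replication and E2F targets lie lowest with siYAP at -3.33, and YAP targets highest with YAP5SA at 1.84.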

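Of the cell cycle genes, PCNA fell by 0.68 on the log2 scale with siYAP over both lines (SE 0.14, edgeR FDR = 0.00705) and was lower in all 6 siYAP libraries. Its mean was 91.5 ± 9.90 CPM (SD, n = 3) against 189 CPM with siCTRL in A431 cells and 86.4 ± 2.14 CPM (SD, n = 3) against 108 CPM in HaCaT cells, where its fall alone was not past the threshold (edgeR FDR = 0.409). E2F1 fell by 1.33 (SE 0.34, edgeR FDR = 0.0236), with 9.44 ± 4.09 CPM (SD, n = 3) against 27.6 CPM in A431 and 1.10 ± 0.27 CPM (SD, n = 3) against 2.40 CPM in HaCaT cells. In A431 cells alone its fall was past the threshold (edgeR FDR = 0.04), but not without siYAP replicate 1 (FDR = 0.0703) or replicate 3 (FDR = 0.0982). CCNE2 fell by 1.55 in A431 cells (SE 0.39, edgeR FDR = 0.0359), a call lost without siYAP replicate 1 (FDR = 0.0947) or replicate 3 (FDR = 0.0973), and was higher in every siYAP library of HaCaT cells (log2 fold change 0.58, SE 0.44, edgeR FDR = 0.509). The difference between the lines for CCNE2 was not past the threshold (edgeR FDR = 0.176), nor was the change of CCNE1 over both lines (-0.94, SE 0.37, edgeR FDR = 0.113). PCNA and CCNE2 each hold a TTCTTAA site in the 3' UTR, and E2F1 and CCNE1 hold neither site. With YAP5SA none of the 4 was called over both lines, with log2 fold changes from 0.09 to 0.38.

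Of the cell growth genes, ODC1 fell by 0.89 with siYAP (SE 0.34, edgeR FDR = 0.1) and rose with YAP5SA by 0.95 (SE 0.35, edgeR FDR = 0.148). Neither was past the threshold, although the rise was without YAP5SA replicate 1 of A431 (FDR = 0.0228) or of HaCaT (FDR = 0.0483), and the likelihood ratio test called the fall (FDR = 0.0389). RPTOR changed by -0.10 (SE 0.23, edgeR FDR = 0.813) with siYAP and by 0.57 (SE 0.23, edgeR FDR = 0.18) with YAP5SA, the latter a call without A431 YAP5SA replicate 1 (FDR = 0.0342). AZIN2 rose with siYAP by 0.99 (SE 0.48, edgeR FDR = 0.194), in all 6 siYAP libraries, and changed by -0.46 (SE 0.45, edgeR FDR = 0.58) with YAP5SA, where 4 of the 6 libraries were lower than their empty vector control.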

We found that the YAP-regulated gene sets included: the previously identified Hippo/YAP reactomes; cell cycle reactomes (such as E2F targets or cyclin E-associated genes); cell growth reactomes (such as Myc, global translation regulators or regulation of ornithine decarboxylase); cancer signalling reactomes (such as EGFR-Ras signalling targets); and cancer microenvironment/metastasis reactomes (including regulators of cellular interactions with the extracellular matrix) (Fig. S1). We therefore analysed the expression of the corresponding cell cycle [CycE1 (CCNE2), PCNA, E2F1], cell growth [RPTOR, ODC1, ADC (AZIN2)] and EGFR and integrin signalling (CYR61, CTGF, AREG, integrins α3, α6, β1, β2, β4) regulators (Fig. 1D). We found a striking restriction of these YAP targets to the basal layer of the skin, indicating that YAP/TAZ transcriptional regulation is active exclusively in the basal stem/progenitor cell population (Fig. 1D).

### YAP and TAZ are required for skin homeostasis

To examine the physiological role of YAP and TAZ, we generated double conditional knockout (dKO) mice with the skin-specific Keratin5-CreERT recombinase. Compared with control animals, the YAP/TAZ dKO mice showed a dramatic loss of hair in patches beginning 2 weeks after tamoxifen injection in adult mice, or causing complete blockade of hair growth in neonates treated with tamoxifen (Fig. 2A,B). Histological sections of the skin revealed expression and nuclear localisation of YAP and TAZ in control skin, which was lost in the dKO tissue. Proliferation of basal layer cells, as marked by Ki67 staining, was clearly reduced in YAP/TAZ dKO skin (Fig. 2A,B), as was YAP target gene expression (Fig. S2). These phenotypes are reminiscent of skin-specific conditional knockouts of integrin β1 (ITGB1) (Brakebusch et al., 2000; Grose et al., 2002; Piwko-Czuchra et al., 2009; Raghavan et al., 2000; Singh et al., 2009).

**Fig. 2.**
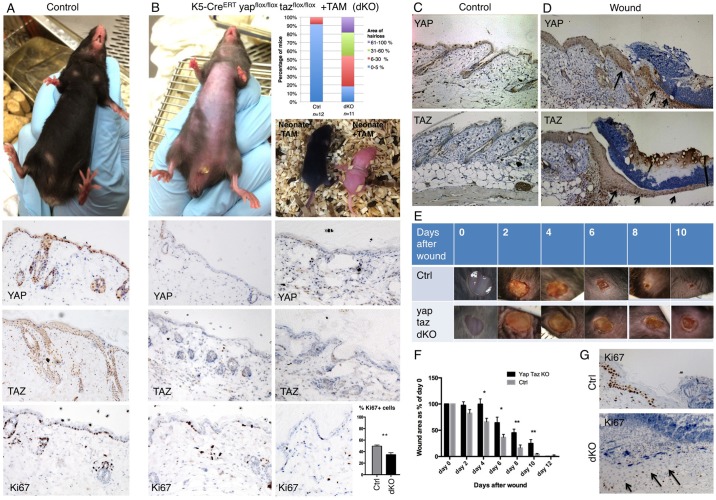
**Conditional inactivation of YAP and TAZ impairs skin homeostasis and wound repair in mice.** (A) Control mice have a thick layer of hair (fur) covering their skin, which sections reveal is positive for YAP, TAZ and Ki67 (a marker of cell proliferation). (B) Double conditional knockout mice for YAP and TAZ treated with tamoxifen as adults or neonates exhibit dramatic hair loss. Adult skin sections are negative for YAP and TAZ, and have reduced levels of Ki67^+^ positive cells (quantified as a percentage of total interfollicular basal cells in each randomly selected 40× field of view. *n*=757 control cells; *n*=896 dKO cells). (C) Control mouse skin stained for YAP and TAZ. (D) Punch biopsy wound edge stained for YAP and TAZ. (E) Imaging of wound healing in control (*n*=8) and YAP/TAZ double conditional knockout mice (dKO; *n*=8). Note delayed healing in dKO. (F) Quantification of wound healing rates in control versus dKO animals. ImageJ was used to measure the wound area at each stage. (G) Proliferation of cells as marked by Ki67 staining is reduced in dKO wounds versus control animals. Values are means±s.e.m. *P<0.05, **P<0.01.

We next tested whether YAP and TAZ contribute to skin repair after wounding. We found that levels of both YAP and TAZ were elevated after wounding, particularly in the basal cell layer of the epidermis where strong nuclear staining is visible (Fig. 2C,D). We next recorded the time taken to repair small (4 mm) wounds in the back skin of control versus YAP/TAZ dKO mice. We found that control wounds normally healed completely by 10 days, whereas dKO wounds failed to heal within 10 days and instead required an additional 2 days to heal (Fig. 2E,F). This delay in healing was not observed when YAP or TAZ were deleted individually. To investigate the cause of the delay in wound healing, we examined cell proliferation in wounds of control versus dKO mice. We found that the number of Ki67^+^ cells was reduced in dKO wounds versus controls (Fig. 2G). These findings demonstrate a crucial, physiological requirement for YAP and TAZ in basal layer stem/progenitor cells to promote cell proliferation.

In the skin of the ITGB1 conditional knockout mice, cells that escape Cre-mediated recombination are able to repopulate the mutant skin in a short time frame (Piwko-Czuchra et al., 2009). We found that the same phenomenon occurs in YAP/TAZ dKO skin, where after Cre activation and YAP/TAZ deletion, either YAP^+^ or TAZ^+^ residual cells expanded their territory, consistent with the notion that YAP and TAZ promote proliferation of basal layer cells (Fig. S3). This phenomenon was also evident during wound healing, where YAP or TAZ positive cells were able to populate the wound and allow proliferation and healing in dKO animals (Fig. S3). These findings underscore the importance of YAP and TAZ in epidermal progenitor cell proliferation and skin homeostasis and suggest a close relationship between integrin signalling and YAP/TAZ function.

### Mechanisms controlling nuclear localisation of YAP in basal layer cells

We next sought to understand how YAP and TAZ become nuclear localised in basal layer cells. Since YAP and TAZ are similar proteins that localise identically in skin, we henceforth focus on the regulation of YAP localisation. Recent work in cultured MCF10A breast cancer cells indicate a role for integrin-Src signalling and EGFR-PI3K signalling in promoting the nuclear localisation of YAP (Fan et al., 2013; Kim and Gumbiner, 2015). To test whether these pathways are active in skin, we examined their expression and subcellular localisation. By mining the Human Protein Atlas dataset, we found that ITGB1, SRC, EGFR and AKT2 (a marker of PI3K activation) are all expressed strongly in basal layer cells, with AKT2 recruited to the interface between basal layer epidermal cells and the underlying basement membrane extracellular matrix (Fig. 3A-E). This pattern is also evident in other squamous epithelia such as cervix or oesophagus and is retained in squamous cell carcinomas (Fig. 3A-E). These data suggest that nuclear YAP localisation might be stimulated by integrin-Src and/or PI3K signalling in basal layer skin keratinocytes (Fig. 3F).

**Fig. 3.**
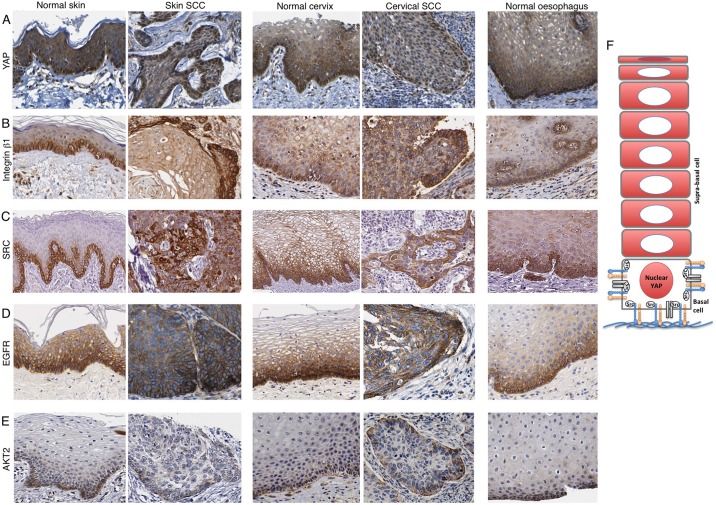
**Integrin-Src and EGFR-PI3K localisation in human stratified squamous epithelia and squamous cell carcinomas (SSCs).** The Human Protein Atlas dataset was mined to compare the expression and localisation of potential YAP regulators in human skin sections. YAP staining reveals basal layer nuclear localisation (A), ITGB1, SRC and EGFR staining reveals basal layer expression (B-D) and AKT2 staining reveals basal subcellular localisation (E) across squamous tissue types and cancers. (F) Model for YAP regulation in stratified squamous epithelia.

To confirm that integrin-Src and PI3K signalling pathways are required for YAP nuclear localisation in keratinocytes, we systematically manipulated these pathways with siRNA knockdown or treatment with specific inhibitor compounds in human keratinocytes in culture. We found that inhibition of ITGB1 with blocking antibodies or siRNA, inhibition of the downstream effectors SRC or FAK, or inhibition of PI3K profoundly impairs YAP nuclear localisation (Fig. 4A,B). Interestingly, inhibition of the PI3K effectors AKT and TORC1 had no effect on YAP localisation, whereas inhibition of PDK1 did partially impair YAP nuclear localisation (Fig. 4C). Notably, drugs inhibiting F-actin, myosin II or Rho kinase had only a moderate effect on YAP localisation in keratinocytes (Fig. 4D). Quantification of these phenotypes highlights the strong effect of inhibition of integrin-Src and PI3K (Fig. 4E). Both Src inhibitors and PI3K inhibitors led to a clear increase in phosphorylated YAP (p-YAP), indicating that Hippo signalling (MST-LATS signalling) is elevated by these treatments (Fig. 4F). We confirmed these findings in a classic ‘scratch-wound’ assay, where Src inhibition completely reversed the nuclear localisation of YAP at the leading edge (Fig. 4G). These findings indicate that integrin-Src and EGFR-PI3K signalling are essential for YAP nuclear localisation in keratinocytes (Fig. 4H).

**Fig. 4.**
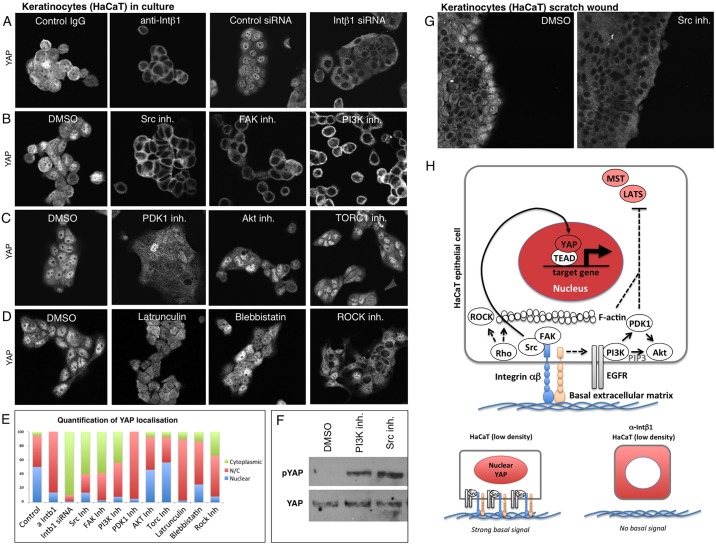
**Basal integrin-Src signalling promotes nuclear localisation of YAP in human HaCaT keratinocyte epithelial cells.** (A) YAP nuclear localisation is prevented by treatment of keratinocytes with anti-ITGB1 antibodies (PD52) or by *ITGB1* siRNA treatment. (B) YAP nuclear localisation is prevented by treatment of keratinocytes with the Src inhibitor Dasatinib, by the FAK inhibitor PF573228 or by the PI3K inhibitor GDC0941, but not by treatment with DMSO solvent. (C) YAP nuclear localisation is reduced by treatment of keratinocytes with the PDK1 inhibitor BX795, but not by the AKT inhibitor MK2206, TORC1 inhibitor Everolimus or DMSO solvent. (D) YAP nuclear localisation is reduced by treatment of keratinocytes with the F-actin destabilising drug Latrunculin, the myosin II inhibitor Blebbistatin, or the Rho-kinase inhibitor Y27632. (E) Quantification of A-D. (F) Western blotting analysis of p-YAP levels in keratinocytes treated with either DMSO control, PI3K inhibitor or Src inhibitor. Total YAP levels are shown as a control. (G) Nuclear YAP localisation at the leading edge of a scratch wound in keratinocyte culture is abolished by treatment with the Src inhibitor Dasatinib. (H) Schematic diagram of YAP regulation in keratinocytes.

To extend these findings *in vivo*, we examined the role of integrin-Src signalling in mouse skin. We compared YAP localisation in untreated and TPA-treated (inflamed) skin samples from control animals and knockouts for FAK or Src (Fig. 5A-C). We found that loss of FAK or Src results in decreased YAP levels and nuclear localisation in both normal and inflamed skin (Fig. 5A-C). Some nuclear YAP remained in flattened cells (Fig. 5A-C, asterisks). Similar results were obtained by treatment of mice with the topical Src inhibitor (Dasatinib), which was able to drastically reduce YAP levels and nuclear localisation in untreated or TPA-treated skin, as well as in skin papillomas induced by a TPA+DMBA treatment regimen (Fig. 5D-I). These findings show that integrin-Src signalling is crucial to promote YAP stabilisation and nuclear localisation in basal layer stem/progenitor cells. Accordingly, recent work indicates that skin papillomas induced by DMBA+TPA in mice can be strongly reduced in size and frequency by homozygous deletion of YAP along with one copy of TAZ or by treatment with Dasatinib (Creedon and Brunton, 2012; Serrels et al., 2009; Zanconato et al., 2015).

**Fig. 5.**
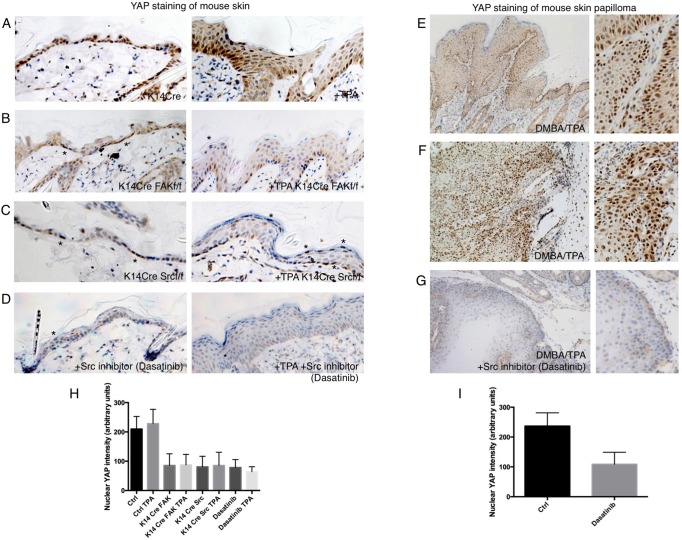
**Basal integrin-Src signalling promotes YAP stability and nuclear localisation in mouse skin.** (A) YAP staining in control and TPA-treated skin to induce hyperplasia. (B) YAP staining is reduced in FAK conditional KO skin before or after treatment with TPA. Note some residual nuclear YAP localisation in basal layer cells or highly flattened cells (asterisk). (C) YAP staining is reduced in Src conditional KO skin before or after treatment with TPA. Note that there is some residual nuclear YAP localisation in basal layer cells or highly flattened cells (asterisks). (D) YAP staining is reduced in Dasatinib-treated skin before or after treatment with TPA for 2 days. Note there is some residual nuclear YAP localisation in basal layer cells or highly flattened cells (asterisk). (E) YAP staining of mouse skin papilloma induced by DMBA-TPA treatment of mice expressing *v-Ha-Ras* (see Materials and Methods). Note stronger nuclear localisation in the basal layer. (F) YAP staining of mouse skin squamous cell carcinoma induced by DMBA-TPA treatment of *v-Ha-Ras*-expressing mice. (G) YAP staining is strongly reduced by treatment of DMBA-TPA induced papillomas with the Src inhibitor Dasatinib topically for 3 days. (H) Quantification of nuclear YAP intensity in A-D. (I) Quantification of nuclear YAP intensity in F,G. Values are means±s.e.m.

### Mechanisms controlling YAP cytoplasmic localisation in differentiating daughter cells of squamous versus columnar epithelia

The above analysis suggests that daughter cells differentiate in the skin simply by loss of contact with the basement membrane extracellular matrix and consequent loss of integrin-Src signalling, EGFR-PI3K signalling and YAP nuclear localisation. This model is plausible in all stratified squamous epithelia, but cannot explain the self-renewal versus differentiation decision in columnar epithelia because differentiated columnar epithelial cells retain contact with the basement membrane. Thus, columnar cells must employ an additional mechanism to promote YAP localisation to the cytoplasm. An obvious candidate is the expression of a differentiated apical plasma membrane domain in columnar epithelial cells, because apical proteins associated with Crumbs (CRB3) are well known to induce Hippo signalling (MST-LATS signalling) to drive YAP to the cytoplasm (Chen et al., 2010; Fletcher et al., 2015; Ling et al., 2010; Szymaniak et al., 2015; Varelas et al., 2010).

To test this notion *in vivo*, we compared the subcellular localisation of YAP with that of CRB3 in columnar epithelia in the gallbladder, endometrium, lung bronchus, breast duct, urinary bladder, small intestine, colon and salivary gland. In all cases, apical localisation of CRB3 in differentiated daughter cells correlated with cytoplasmic localisation of YAP (Fig. 6A-H). Accordingly, basal layer stem/progenitor cells of the lung, breast or intestine retained nuclear YAP but lack apical CRB3. Notably, CRB3 is not expressed in squamous epithelia so cannot mediate the regulation of YAP in these tissues (Fig. 6I-L). The key Hippo pathway components Merlin, SAV1 and KIBRA colocalised with CRB3 (Figs S4 and S5) (Chen et al., 2010; Genevet et al., 2010; Hamaratoglu et al., 2006; Ling et al., 2010; Yin et al., 2013; Yu et al., 2010; Zhang et al., 2010). These results indicate that a universal regulatory logic exists in which YAP nuclear localisation requires contact with the basement membrane but is inhibited by expression of an apical domain (Fig. 6M).

**Fig. 6.**
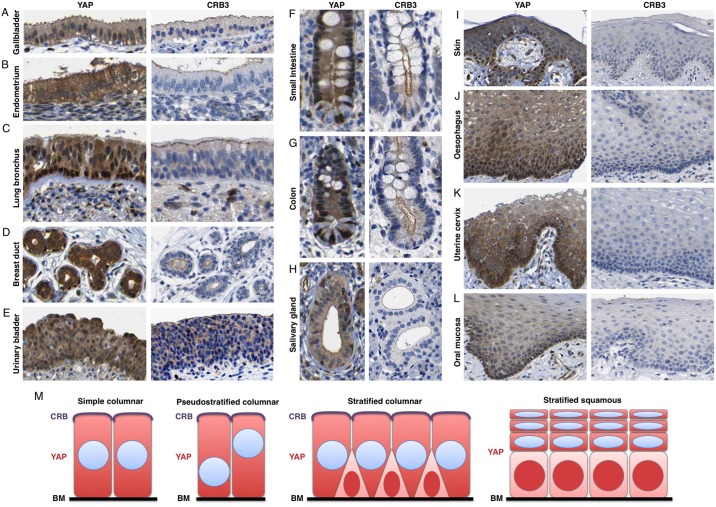
**Apical-domain formation inhibits YAP nuclear localisation in human columnar epithelia.** The Human Protein Atlas dataset was mined to compare the localisation of YAP with the presence of absence of the apical domain in different epithelia. YAP localises to the cytoplasm in columnar gallbladder epithelium (A) and columnar endometrial epithelium (B) which have a CRB3^+^ apical domain. (C) YAP localises to the nucleus of basal layer stem/progenitors, which lack CRB3 expression, and cytoplasm in columnar epithelial cells, which have a CRB3^+^ apical domain, in the bronchus. (D) YAP localises to the nucleus of basal layer stem/progenitors, which lack CRB3 expression, and cytoplasm in columnar epithelial cells, with a CRB3^+^ apical domain, in the breast. (E) YAP localises to the cytoplasm in pseudostratified columnar bladder epithelium, with a CRB3^+^ apical domain. (F) YAP localises to the nucleus of crypt base stem/progenitors, which lack a large CRB3^+^ apical domain, and cytoplasm in columnar epithelial cells, which feature a large CRB3^+^ apical domain, in the small intestine. (G) YAP localises to the nucleus of crypt base stem/progenitors, which have a small CRB3^+^ apical domain, and cytoplasm in columnar epithelial cells, which feature a large CRB3^+^ apical domain, in the colon. (H) YAP localises to the nucleus of basal layer stem/progenitors, which lack CRB3 expression, and cytoplasm in columnar epithelial cells, which have a CRB3^+^ apical domain, in the salivary gland. (I-L) YAP localises to the nucleus of basal layer stem/progenitors, and cytoplasm of differentiating squamous epithelial cells, even though the entire tissue lacks CRB3 expression. (M) Schematic diagram of YAP localisation in different epithelial tissue types.

We next sought to confirm that apical and basal signals act antagonistically in columnar epithelial cells. We examined human intestinal epithelial cells in culture that are capable of forming 3D cysts or 2D monolayers in which YAP becomes cytoplasmic. We found that siRNA knockdown of the apical determinant CDC42 or LATS1/2 has similar effects, driving YAP to the nucleus (Fig. 7A,B). Strong YAP nuclear localisation can also be achieved simply by plating these cells at low density, so that they are unable to differentiate an apical domain and also retain a flat morphology with an extensive basal surface area (Fig. 7C). This basal contact appears to invoke the same integrin-Src signals identified in keratinocytes, because blocking of integrins with low Ca^2+^, anti-ITGB1 antibodies or *ITGB1* siRNAs relocalised YAP to the cytoplasm (Fig. 7C). Inhibition of Src, FAK, PI3K or PDK1 also impaired YAP nuclear localisation (Fig. 7D,E). These effects are once again as strong as inhibition of F-actin, myosin II or Rho kinase (Fig. 7F,G). Examination of p-YAP levels indicated that integrin-Src signalling acts via regulation of MST-LATS phosphorylation of YAP (Fig. 7H). These results suggest that apical domain formation activates LATS kinases to retain YAP in the cytoplasm, whereas basal integrin-Src and PI3K signalling inhibits LATS kinases to promote nuclear YAP localisation (Fig. 7I).

**Fig. 7.**
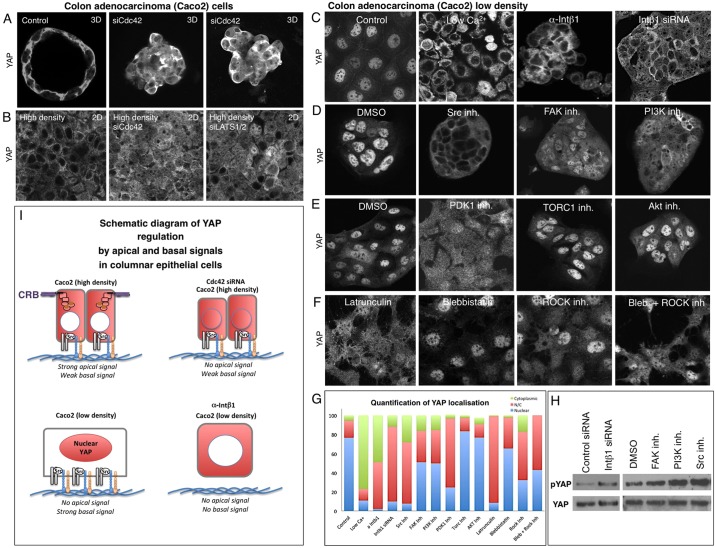
**Basal integrin-Src signalling promotes YAP nuclear localisation in human Caco2 epithelial cells when apical domain formation is blocked.** (A) Caco2 colon adenocarcinoma cells form 3D cysts in cell culture that feature cytoplasmic YAP localisation. Silencing of *CDC42* by siRNA knockdown disrupts apical-basal polarity and induces more nuclear YAP localisation. (B) Caco2 colon adenocarcinoma cells form 2D epithelial monolayers at high density. Silencing of *CDC42* by siRNA knockdown disrupts apical-basal polarity and induces more nuclear YAP localisation, similar to silencing of *LATS1/2*. (C) YAP nuclear localisation is very strong when Caco2 cells are plated at low density to prevent apical domain formation. Nuclear localisation is prevented by treatment of Caco2 cells with low-calcium medium, anti-ITGB1 antibodies (PD52) or by *ITGB1* siRNA treatment, but not in controls. (D) YAP nuclear localisation is prevented by treatment of Caco2 cells with the Src inhibitor Dasatinib, by the FAK inhibitor PF573228 or by the PI3K inhibitor GDC0941, but not by treatment with DMSO solvent. (E) YAP nuclear localisation is reduced by treatment of Caco2 cells with the PDK1 inhibitor BX795, but not by the AKT inhibitor MK2206, TORC1 inhibitor Everolimus or DMSO solvent. (F) YAP nuclear localisation is reduced by treatment of Caco2 cells with the F-actin destabilising drug Latrunculin, the myosin II inhibitor Blebbistatin or the Rho kinase inhibitor Y27632, or a combination of Blebbistatin and Y27532. (G) Quantification of C-F. (H) Western blotting analysis of p-YAP levels in Caco2 cells treated with control siRNAs or *ITGB1* siRNAs, as well as DMSO control, FAK inhibitor, PI3K inhibitor or Src inhibitor. Total YAP levels are shown as a control. (I) Schematic diagram of YAP regulation in Caco2 cells.

To further explore these findings *in vivo*, we examined how YAP behaves in columnar epithelial tumours that progress to invasive adenocarcinomas. We found that YAP remains cytoplasmic whereas tumours of the colon, stomach, lung, endometrium, urothelium or ovary retained their columnar epithelial form (Fig. 8A-F). By contrast, invasive adenocarcinomas of the same tissue origin all featured a loss of columnar form and a dramatic localisation of YAP to the nucleus (Fig. 8A-F). These results suggest that loss of the apical domain during tumour progression allows YAP to become nuclear. We therefore tested whether nuclear YAP in invasive adenocarcinomas would be sensitive to inhibition of integrin-Src signalling with Dasatinib. We examined *Apc*^−/−^ *p53* (*Trp53*)^−/−^ mutant intestinal organoids that had been implanted subcutaneously into nude mice. On transplantation, these organoids rapidly produce highly invasive adenocarcinomas, entering the surrounding stromal tissue. We found that YAP localisation became strongly nuclear, specifically in the invasive tumour cells (Fig. 8G). We next treated mice carrying such invasive tumours with the Src inhibitor Dasatinib, which strongly suppressed nuclear YAP localisation and reduced tumour growth and invasion (Fig. 8H). These findings indicate that Src activity promotes YAP nuclear localisation *in vivo* and suggest a potential therapy for invasive adenocarcinomas and carcinomas.

**Fig. 8.**
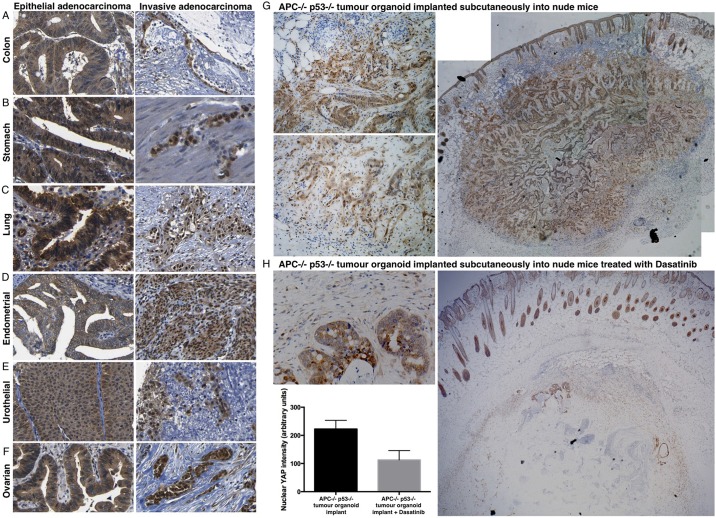
**YAP becomes nuclear in invasive adenocarcinomas, which become sensitive to Dasatinib.** In the colon (A) and stomach (B) YAP localises to the cytoplasm of columnar epithelial cells in epithelial adenocarcinoma, and the nucleus of invasive adenocarcinoma cells, which have lost their columnar shape and lack a lumen. (C) In the bronchus, YAP localises to the nucleus of basal layer stem/progenitors and cytoplasm in columnar epithelial cells in epithelial adenocarcinoma, and the nucleus of invasive adenocarcinoma. (D) In the endometrial epithelium, YAP localises to the cytoplasm of columnar epithelial cells in epithelial adenocarcinoma, and the nucleus of invasive adenocarcinoma cells. (E) In urothelial epithelium, YAP localises to the cytoplasm in pseudostratified columnar cells in epithelial adenocarcinoma and to the nucleus of invasive adenocarcinoma. (F) YAP localises to the cytoplasm in ovarian adenocarcinoma, and to the nucleus of invasive ovarian adenocarcinoma. (G) YAP staining in *Apc^−/−^ p53^−/−^* tumour organoids implanted subcutaneously into nude mice, which invade dramatically into the surrounding tissue. Note that cells at the invasive front feature nuclear YAP localisation, whereas columnar epithelial cells in the central regions of the tumour feature cytoplasmic YAP localisation. (H) YAP staining is strongly reduced by Dasatinib treatment of *Apc^−/−^ p53^−/−^* tumour organoids implanted subcutaneously into nude mice. Invasive tumour cells are not visible. Quantification of YAP nuclear localisation was performed on *n*=200 tumour cells from G and H. Values are means±s.e.m.

## DISCUSSION

Our results identify a physiological role for YAP and TAZ in skin homeostasis, promoting cell proliferation in basal layer stem/progenitor cells (Figs 1, 2). YAP and TAZ localise to the nucleus of basal layer cells to drive transcription of a set of genes associated with cell cycle progression, cell growth, EGFR signalling and cell-matrix adhesion via integrins. In the absence of YAP and TAZ, proliferation is reduced and dramatic hair loss occurs, indicating that YAP and TAZ are crucial players in the stem/progenitor cell biology of the skin. Importantly, loss of either YAP or TAZ individually had no visible phenotype, confirming that the two proteins act in a redundant fashion in this tissue.

Both YAP and TAZ localise to the nucleus in the basal layer cells of the skin and we focused on YAP to characterize the molecular mechanisms responsible for this nuclear localisation (Figs 3–5). We examined the model that integrin-Src and EGFR-PI3K signalling promotes YAP nuclear localisation, which was first proposed based on experiments in MCF10A breast cells in culture (Fan et al., 2013; Kim and Gumbiner, 2015), and found that these signalling molecules are indeed strongly expressed in basal layer skin cells and are essential to promote YAP nuclear localisation in keratinocytes in culture and in mouse basal layer skin cells *in vivo*. Since YAP appears to induce expression of integrins, integrin ligands (CYR61, CTGF) and EGFR ligands (AREG), we propose that a positive feedback loop drives basal layer stem/progenitor cell identity and that this loop is broken when daughter cells lose contact with the basement membrane and differentiate – forming a bistable system of cell fate determination. 

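In the RNA-seq libraries of A431 and HaCaT cells, CYR61 rose with YAP5SA over both lines (log2 fold change 1.94, SE 0.28, edgeR quasi-likelihood FDR = 0.00753, Benjamini-Hochberg) and was higher in all 6 libraries. This call was lost in the additive model of line and treatment (edgeR FDR = 0.535). In HaCaT cells it had 21.1 CPM with the empty vector and 147 ± 50.3 CPM (SD, n = 3) with YAP5SA, and in A431 cells 24.3 CPM and 51.3 ± 13.3 CPM (SD, n = 3). The rise in A431 cells alone, of 1.08 (SE 0.38), was not past the threshold (edgeR FDR = 0.803). With siYAP it changed by -0.45 (SE 0.27, edgeR FDR = 0.307). CTGF had at most 6 counts in any A431 library, so no change could be measured there. In HaCaT cells it rose from 1.66 to 13.1 ± 3.24 CPM (SD, n = 3) with YAP5SA, a log2 fold change of 2.98 (SE 0.80, edgeR FDR = 0.0283) that was no longer past the threshold without YAP5SA replicate 3 (FDR = 0.0679). With siYAP its change in HaCaT cells was -0.28 (SE 0.85, edgeR FDR = 0.899), from only 16 counts with siCTRL, so a fall could hardly be measured. AREG rose in HaCaT cells with YAP5SA from 16.8 to 61.1 ± 30.7 CPM (SD, n = 3), a log2 fold change of 1.86 (SE 0.55, edgeR FDR = 0.0389). Over both lines its rise of 1.35 (SE 0.38) had an edgeR FDR of 0.0756, and it was past the threshold without YAP5SA replicate 1 of A431 (FDR = 0.028) or of HaCaT (FDR = 0.0263). With siYAP AREG was higher in HaCaT cells, by 2.04 (SE 0.88, edgeR FDR = 0.211), and changed by -0.10 in A431 cells (SE 0.49, edgeR FDR = 0.939). The HaCaT value rests on 11 counts in the siCTRL library against 46 to 82 with siYAP.

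Among the integrin genes, ITGA3 rose with YAP5SA over both lines by 0.62 (SE 0.12, edgeR FDR = 0.0294), a call lost without A431 YAP5SA replicate 2 (FDR = 0.0526) or replicate 3 (FDR = 0.067). In HaCaT cells it rose from 120 to 238 ± 5.26 CPM (SD, n = 3), but siCTRL had 232 CPM there. When siCTRL and empty vector served together as controls, the rise was not past the threshold. It was 0.4 (FDR = 0.127) over both lines and 0.44 (FDR = 0.206) in HaCaT cells. Nor was the rise over both lines past it in the additive model (FDR = 0.535). ITGB4 rose with YAP5SA in HaCaT cells by 1.22 (SE 0.25, edgeR FDR = 0.0101), from 79.2 to 185 ± 36.2 CPM (SD, n = 3), and not over both lines (0.50, SE 0.17, edgeR FDR = 0.114), with -0.22 (SE 0.23, edgeR FDR = 0.866) in A431 cells. It also rose with siYAP over both lines, by 0.61 (SE 0.17, edgeR FDR = 0.0305), which was not past the threshold without A431 siYAP replicate 3 (FDR = 0.0519) or HaCaT siYAP replicate 3 (FDR = 0.0547). With siCTRL and empty vector together as controls, the rise of ITGB4 with YAP5SA in HaCaT cells became -0.05. ITGB2 moved in opposite directions in HaCaT cells, from 2.29 to 0 to 0.33 CPM with siYAP and from 0.16 to 7.67 to 13.4 CPM with YAP5SA. Over both lines its log2 fold changes were -1.57 (SE 0.47, edgeR FDR = 0.0433) and 3.47 (SE 0.55, edgeR FDR = 0.0126). The siYAP call was lost without any 1 of A431 siYAP replicates 1, 2 or 3 (FDR = 0.0729, 0.0524 and 0.072) or HaCaT siYAP replicates 1 or 2 (FDR = 0.0846 and 0.0529). It was also lost in the additive model (FDR = 0.196) and with siCTRL and empty vector as 2 controls (FDR = 0.166). The YAP5SA call over both lines was lost in the additive model (FDR = 0.535). In A431 cells ITGB2 was higher in all 3 siYAP libraries (log2 fold change 0.51, SE 0.62, edgeR FDR = 0.686), and the difference between the lines had an edgeR FDR of 0.12 for siYAP and 0.0533 for YAP5SA. ITGA6 changed over both lines by -0.33 (SE 0.12, edgeR FDR = 0.0995) with siYAP and -0.04 (SE 0.13, edgeR FDR = 0.893) with YAP5SA, the latter becoming 0.02 without A431 YAP5SA replicate 1. Its YAP5SA change was 0.34 in A431 (edgeR FDR = 0.803) and -0.42 in HaCaT cells (edgeR FDR = 0.116). ITGB1 changed by -0.13 (SE 0.11, edgeR FDR = 0.463) and 0.03 (SE 0.11, edgeR FDR = 0.898).

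Of the 17 genes that the paper names around this experiment, 5 were called with siYAP over both lines, both adjusted over the list alone and over all genes tested. With YAP5SA 8 were called adjusted over the list alone and 4 over all genes tested. The paper chose most of these genes from gene sets found in the same samples, so the former counts are not independent evidence. Set directly against siYAP over both lines, YAP5SA called 15 of the 17 genes over all genes tested. Vector and siRNA transfection differ there along with YAP. The paper proposes its feedback loop from an apparent induction of these ligands and integrins by YAP.

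**Figure D3:**
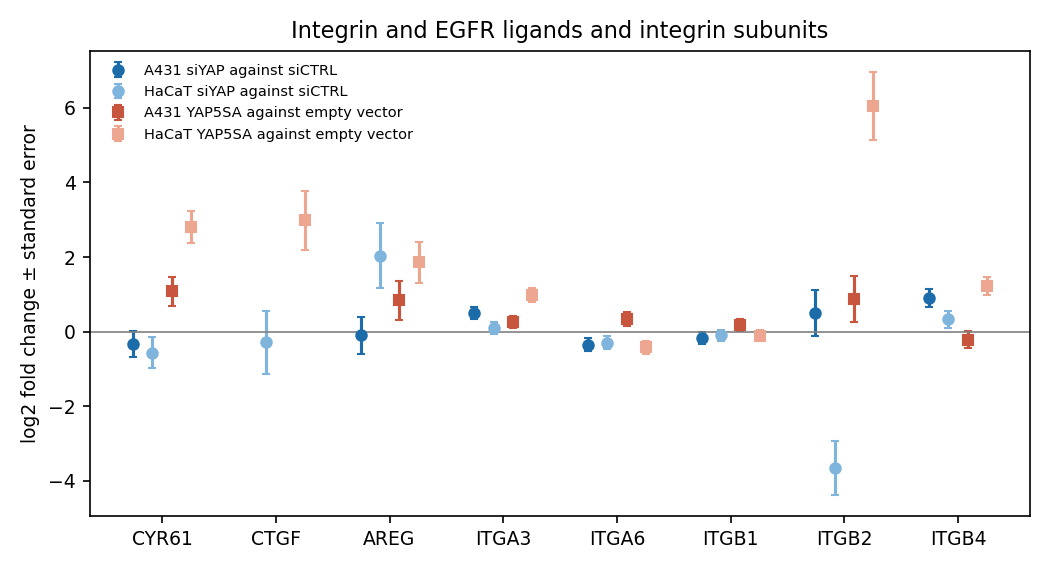
Log2 fold change, with SE, of the integrin ligand, EGFR ligand and integrin genes for siYAP against siCTRL and YAP5SA against empty vector in each cell line, with A431 values of CTGF left out because its counts there ranged from 0 to 6. CYR61, CTGF and AREG lie above 0 with YAP5SA in HaCaT cells, at 2.81, 2.98 and 1.86.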

Our findings provide an explanation for how these signalling pathways integrate to control skin stem/progenitor cell biology.

The notion that nuclear localisation of YAP occurs upon contact with basement membrane extracellular matrix applies equally to other squamous epithelia. By contrast, columnar epithelia differentiate an apical domain that induces YAP relocalisation to the cytoplasm via apical CRB3-MER-KIBRA-SAV signals, which are known to activate the MST and LATS kinases to promote YAP phosphorylation and cytoplasmic retention despite contact with the basement membrane (Figs 6, 7, Figs S4-S6) (Baumgartner et al., 2010; Chen et al., 2010; Fletcher et al., 2015; Genevet et al., 2010; Hamaratoglu et al., 2006; Ling et al., 2010; Sun et al., 2015; Szymaniak et al., 2015; Varelas et al., 2010; Yin et al., 2013; Yu et al., 2010). The CRB3-MER-KIBRA-SAV complex appears to be absent in squamous epithelia, which never differentiate a true apical domain, leaving basement membrane contact as the sole regulatory mechanism (Fig. 6). Thus, our results show that antagonistic apical and basal polarity signals serve as the primary control mechanism that determines YAP subcellular localisation *in vivo*. In a striking parallel, the same apical and basal polarity determinants act antagonistically in epithelial membrane polarisation, with integrin and PI3K signalling localising PtdIns(3,4,5)P3 basally, and helping to restrict and/or orient PtdIns(4,5)P2, CDC42 and the CRB3 complex apically (Akhtar and Streuli, 2013; Bryant et al., 2014; Fletcher et al., 2012; Martin-Belmonte et al., 2007; Thompson, 2013). Further work will be necessary to fully elaborate the molecular interactions that mediate the antagonistic relationship between apical and basal signals in cell polarisation and nuclear signalling via YAP.

This fundamental control mechanism appears to be conserved across the animal kingdom. For example, *Drosophila* simple columnar epithelia such as imaginal discs rely primarily on apical Crb-Mer/Ex-Kibra-Sav signalling to retain Yki in the cytoplasm and restrict tissue growth (Baumgartner et al., 2010; Chen et al., 2010; Genevet et al., 2010; Hamaratoglu et al., 2006; Ling et al., 2010; Yu et al., 2010). By contrast, *Drosophila* stratified columnar epithelia such as the intestine require integrins, Src, EGFR and Yki to promote proliferation of basal layer stem/progenitor cells, suggesting that the regulatory connection between them described here is also conserved (Cordero et al., 2014; Jiang et al., 2011; Kohlmaier et al., 2015; Lin et al., 2013; Shaw et al., 2010; Staley and Irvine, 2010; Xu et al., 2011). Furthermore, ectopic activation of Src, EGFR, PI3K or Yki in simple columnar imaginal discs is sufficient to induce overproliferation of cells, whereas loss of PI3K or Yki strongly impairs imaginal disc tumour formation (Doggett et al., 2011; Enomoto and Igaki, 2013; Fernandez et al., 2014; Herranz et al., 2012, 2014; Strassburger et al., 2012; Willecke et al., 2011).

Our model raises interesting questions about the possible physiological roles of other YAP regulators identified in cell culture, namely that YAP is controlled by Wnt signalling (Azzolin et al., 2014; Cai et al., 2015; Park et al., 2015), GPCR signalling (Yu et al., 2012), PKA signalling (Yu et al., 2013), LKB1-MARK signalling (Mohseni et al., 2014), protease-activated receptors (Mo et al., 2012) or the Mevalonate pathway (Sorrentino et al., 2014). Further work is necessary to understand in which tissues and under what conditions these diverse signals are utilised and integrated *in vivo*.

Importantly, our model is easily reconciled with a possible role of YAP as a mechanosensor in epithelial tissues *in vivo* (Dupont et al., 2011). Mechanical force has been proposed to modulate signalling by both the apical Crb-Mer/Ex-Kibra-Sav system in *Drosophila* (Fletcher et al., 2015; Rauskolb et al., 2014) as well as the basal integrin-Src system in mammalian cell culture (reviewed in Humphrey et al., 2014; Lawson and Burridge, 2014). In the early mouse pre-implantation embryo, cortical tension is higher in outer cells than inner cells, leading to nuclear YAP in outer cells despite the presence of an apical domain (Anani et al., 2014; Kono et al., 2014; Nishioka et al., 2009). Consistently, reducing cortical tension with a ROCK inhibitor abolishes nuclear localisation of YAP in early mouse embryos (Anani et al., 2014; Kono et al., 2014; Nishioka et al., 2009). Mechanical forces might also explain why YAP becomes nuclear in some terminally differentiating and extremely flattened keratinocytes (Fig. 5, cells marked by asterisk).

Finally, our model is also easily reconciled with the ability of YAP to respond to inflammatory cues in epithelia, such as interleukin-6 (IL-6). Recent work revealed that the IL-6 co-receptor gp130 triggers stabilisation and nuclear translocation of YAP via Src kinases (Taniguchi et al., 2015). This signalling module was shown to be activated by mucosal injury to intestinal epithelia to promote intestinal regeneration, a known Src and YAP function (Cai et al., 2010; Cordero et al., 2014; Taniguchi et al., 2015). We confirm that tissue damage (with 14Gy of radiation) elevates YAP levels in a Src-dependent manner in the intestine (Fig. S7). However, we note that upon damage, localisation of YAP is still mostly nuclear in basal crypt stem cells, which normally lack an apical domain, and mostly cytoplasmic in differentiated columnar epithelial cells, which have an apical domain (Fig. S7). Interestingly, hyperproliferation per se driven by conditional deletion of APC and oncogenic mutation of KRAS (*VillinCreER Apc^fl/fl^ K-ras^LSL-G12D^*) does not change the fundamental pattern of YAP localisation, with localisation of YAP remaining most strongly nuclear in the basal stem cells but not the columnar epithelial cells (Fig. S6). In the skin, YAP is also elevated upon wounding (Fig. 2C,D) or inflammation (upon TPA treatment) in a Src-dependent manner (Fig. 5), but remains most strongly nuclear in the basal layer stem/progenitor cell population (Fig. 5). Thus, Src acts as a point of convergence between inflammatory cues and apical-basal polarity cues, with polarity cues being the dominant input. Further work is necessary to understand whether Src acts primarily by directly phosphorylating YAP or indirectly via enhancing PI3K signalling to inhibit MST-LATS activity. Nevertheless, our findings add weight to the notion that chemical inhibitors of Src kinases such as Dasatinib are promising cancer therapeutics (Creedon and Brunton, 2012; Karim et al., 2013) (Fig. 8).

In conclusion, epithelial stem/progenitor cell proliferation and differentiation might be regulated primarily by apical-basal polarity signals. In particular, YAP, a key driver of cell proliferation in stem/progenitor cells and cancer, appears to act primarily as a sensor of epithelial cell polarity and only secondarily as a sensor of other stimuli. Stem/progenitor cells thus use information about their polarity status to inform their decisions to either proliferate or arrest/differentiate via control of YAP. In the skin epithelium, nuclear YAP acts redundantly with TAZ to drive gene expression in the basal stem/progenitor cell layer to maintain cell proliferation and normal tissue homeostasis.

## MATERIALS AND METHODS

### Mouse strains

All experiments were carried out in accordance with the United Kingdom Animal Scientific Procedures Act (1986) and UK Home Office regulations under project licence number 70/7926. The *Yap^fl/fl^ Taz^fl/fl^* mice were a gift from Axel Behrens (Francis Crick Institute). *K5-CreERt* mice were obtained from Ian Rosewell (Francis Crick Institute). *v-HA-Ras* transgene (TG.AC) mice were a gift from Ilaria Malanchi (Francis Crick Institute) and have been previously described (Leder et al., 1990). Wild-type mice were used in mixed background. All transgenic mice were in mixed background and used with littermate controls. APC p53 tumour sections from implanted nude mice were obtained from Owen Sansom (The Beatson Institute). *K14-Cre Fak^fl/fl^* mice and *Src^fl/fl^, Fyn^−/−^, Yes^−/−^* mice were obtained from Val Brunton (University of Edinburgh) and were described previously (Marcotte et al., 2012; Ridgway et al., 2012). *Apc^−/−^ p53^−/−^* (*Apc^580D/580D^ P53 Trp53Δ^2−10^* allele) mice were obtained from Owen Sansom and were previously described (Jonkers et al., 2001; Shibata et al., 1997). *AhCre* is previously described (Ireland et al., 2004). *K-ras^G12D^* allele is from Tyler Jacks (Jackson et al., 2001).

### siRNA treatment

Human Caco-2, A431 or HaCAT cells were cultured as previously stated (Fletcher et al., 2015; Elbediwy et al., 2012). All siRNA transfections were performed using Lipofectamine RNAiMax transfection reagent (Invitrogen). Briefly, cells were seeded in 6-well plates and treated with the siRNA/transfection mix 2 h post seeding. A final concentration of 50-100 nM siRNA was used for transfections. The following day, another transfection was performed before the cells were trypsinised 4 h later and reseeded either for 2D or 3D culture. 2D siRNA treatments were left for a total of 72 h and 3D treatments were left for a total of 120 h. 3D cultures were prepared as previously stated (Elbediwy et al., 2012). siRNAs were used as siGenome pools (Dharmacon).

### Treatment with inhibitor, blocking antibody and low-calcium medium

2D mammalian inhibitor treatments were for 4 h. They were as follows: 5 µM PF573228 (FAK); 5 µM Saracatinib (Src); 5 µM Dasatinib (Src/Abl); 5 µM BX795 (PDK1); 5 µM MK2206 (AKT); 2 µM GDC0941 (PI3K); 100 µM Blebbistatin (myosin); 100 µM Y27632 (Rock); 2 µM Latrunculin A (actin) and 3 µM Everolimus (mTOR); reagents were supplied by Sigma-Aldrich and Stratech Scientific Ltd. Integrin β1 blocking antibody or control IgG antibody (gifts from Nancy Hogg, Francis Crick Institute) was incubated with the cells for 1 h at a concentration of 10 µg/ml before the cells were replated. Low-calcium conditions were as previously reported (Elbediwy et al., 2012). 2D wound healing involved plating the cells at high density, causing a scratch and subsequent addition of Dasatinib for 4 h.

### Antibodies, image acquisition and quantification

Primary antibodies used were: rabbit YAP (H-125, Santa Cruz, sc-15407; 1:200IF, 1:1000 IB), mouse YAP (63.7; Santa Cruz, sc-101199; 1:200 IF, 1:1000 IB), rabbit p-YAP (Cell Signaling Technology, 4911; 1:1000 IB). Samples were imaged with a Leica SP5 confocal microscope using a 63× oil immersion objective and processed using Adobe Photoshop. Fixation and cell culture quantification was carried out as previously described (Fletcher et al., 2015).

### YAP/TAZ conditional deletion

Tamoxifen (Sigma, 20 mg/ml in peanut oil) was injected intraperitoneally (IP) (5 µl/g body weight) for 5 consecutive days into 8- to 16-week-old controls or transgenic animals carrying *K5-CreERt Yap^fl/fl^ Taz^fl/fl^* to induce Yap/Taz knockdown and analysed for Yap/Taz deficiency by immunohistochemistry 7 days thereafter. *K5-CreERt Yap^fl/fl^ Taz^fl/fl^* mice used for long-term analysis were subsequently IP injected with tamoxifen every month for 3 consecutive days and analysed 8 weeks after the start of tamoxifen treatment.

### Wound healing

Following the 5-day tamoxifen treatment, 4 hydroxy-tamoxifen (4OHT, Sigma) was topically applied to shaved back skin for 5 consecutive days at a dosage of 10 mg/ml in ethanol and 100 µl was applied per mouse. Mice were anaesthetised with IsoFlo (Isoflurane, Abbott Animal Health) and treated with the analgesics Vetergesic (Alstoe Animal Health) and Rimadyl (Pfizer Animal Health) for 2 days after wounding. A 4 mm punch wound was made in the back skin using a biopsy punch (Miltex) 10 days after tamoxifen/4OHT treatment start and wound closure monitored over time.

### Dasatinib treatment of skin

Wild-type mice between 8 and 12 weeks of age were topically treated with 150 µl Dasatinib (10 µM in DMSO, Selleck) onto the shaved back skin directly followed by 200 µl TPA (12-O-tetradecanoylphorbol-13-acetate; stock dissolved in DMSO and diluted in acetone, 12.5 µg/mouse) treatment for 2 consecutive days. Mice were analysed and the back skin harvested on the third day. Control mice were treated with DMSO and acetone.

### Chemical carcinogenesis

Chemical skin carcinogenesis was induced on 12-week-old *v-Ha-Ras* transgene (TG.AC)-expressing mice in mixed background by a single application of 100 µg/mouse DMBA [7,12-dimethylbenz(a)anthracene, Sigma] onto the shaved backskin followed by biweekly topical treatments with TPA (4 µg/mouse) starting 1 week after DMBA application. Skin papillomas were detectable 8 weeks after start of DMBA-TPA treatment and harvested at 13 weeks. For Dasatinib treatment, papillomas allowed to reach ∼1 cm^3^. These established papillomas were treated topically with Dasatinib (10 µM in DMSO/acetone; 100 µl/papilloma) once and analysed 3 or 7 days thereafter. For generation of skin carcinomas, ∼12-week-old DMBA-treated FVB/N wild-type mice were treated biweekly with 4 µg/mouse TPA onto shaved back skin for 10 weeks then weekly for a further 4 weeks before the carcinomas were harvested.

### Intestinal experiments

Mice carrying the *AhCre* recombinase were induced by three intraperitoneal (i.p.) injections of 80 mg/kg β-Napthoflavone for 1 day. Intestinal phenotypes were analysed 4 or 7 days after transgene induction to assess homeostasis or regeneration, respectively. Intestinal regeneration was induced by irradiating mice with 14Gy gamma-irradiation 4 days after recombinase induction. Mice were sacrificed 72 h post irradiation and the small intestine isolated and flushed with tap water. Ten 1 cm portions of small intestine were bound together with surgical tape and fixed in 4% neutral buffered formalin.

### Organoid transplantation experiments

Intestinal crypts from *VillinCreER Apc^fl/fl^ p53^fl/fl^* mice were removed 4 days following Cre induction with Tamoxifen (2 mg). This causes full recombination at both the *Apc* and *p53* loci and organoids now grow as spheres in an R-Spondin-independent manner (Sato et al., 2009). For transplantation of organoids, 50 organoids were transplanted subcutaneously into nude mice (see Valeri et al., 2014). A dose of 10 mg/kg Dasatinib daily gavage was chosen as we have previously shown to cause a reduction in p-SRC *in vivo* without toxicity (Morton et al., 2010). Mice were treated continuously from 10 days post injection of spheres.

### Immunohistochemistry

Mouse back skin samples were harvested and fixed in neutral-buffered formaldehyde 10% v/v and then embedded in paraffin blocks. 4-µm-thick sections were cut, deparaffinised and rehydrated using standard methods. After an antigen retrieval step, sections were stained with Hematoxylin and Eosin (H&E) solution or with primary antibody. Additional images of human samples were obtained by datamining the www.proteinatlas.org database (Berglund et al., 2008; Lundberg and Uhlén, 2010; Pontén et al., 2008; Uhlen et al., 2005, 2015, 2010).

### RNA-seq analysis

A431 or HaCAT cell lysates transfected with empty vector, YAP1 S5A, control siRNA or YAP1 siRNAs were used. Sequencing was performed on biological triplicates on the Illumina HiSeq 2500 platform and generated ∼69 million 100 bp paired end reads per sample (data deposited in GEO under accession number GSE80082). Sequenced reads were trimmed to 75 base pairs and mapped to the Refseq genome model, using RSEM (v.1.2.21). RSEM uses the bowtie2 alignment tool. Gene counts were filtered to remove genes with 10 or fewer mapped reads per sample. TMM (treated mean of M-values) normalisation and differential expression analysis using the negative binomial model was carried out with the R-Bioconductor package ‘EdgeR’. Genes with logCPM>1 and FDR<0.05 were judged to be differentially expressed. Enrichments of pathway, category and motif gene sets were assessed using GSEA with logFC pre-ranked gene lists. Gene sets with an enrichment false discovery rate (FDR) value of less than 0.05 were judged to be strongly statistically significant and values of less than 0.25 significant.

### qPCR

Total RNA was extracted from homogenised mouse skin using an RNeasy Mini Kit (Qiagen). cDNA synthesis for WT or dKO mice was performed using Superscript II (Invitrogen). Primers were purchased as Quantitect Primers (Qiagen). Gene samples were run in triplicate on a Quantstudio 12 Flex Thermocycler. Expression values were calculated using the ΔΔCT method relative to the housekeeping gene β-2-microglobulin (B2M). All error bars indicate s.e.m.

How the deposited data were processed for this re-analysis (not part of the article)

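RNA-seq was measured in A431 and HaCaT cells, in 1 siCTRL, 3 siYAP, 1 empty vector and 3 YAP5SA libraries of each line. The authors deposited 1 table of RSEM (1.2.21) estimated counts, with 26229 listed genes and 16 libraries, made from paired reads trimmed to 75 bp and mapped to RefSeq gene models. The estimated counts were checked to be unscaled, unfiltered and not all whole numbers, and every library column was used. Among the listed symbols 28 had been turned into dates by a spreadsheet, and 4 shared a name with another. These were kept in the library totals and in the tests, and none of them is named here. Conditions and replicate numbers were taken from the sample labels.

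The estimated counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0, and summarised in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Genes with a mean above 10 counts per library were kept, which left 14673. TMM factors lay between 0.9135 and 1.074. The quasi-likelihood test of edgeR was applied to 1 model with 8 groups, a prior count of 0.125 and 8 residual degrees of freedom, and p values were adjusted by the Benjamini-Hochberg method over all genes of a comparison. The standard error of a log2 fold change is its size divided by the square root of the quasi-likelihood F. A gene was called at an FDR under 0.05 and a logCPM above 1, as the paper does. The comparisons were siYAP against siCTRL and YAP5SA against empty vector in each line and over both lines, YAP5SA against siYAP over both lines, and the difference of each effect between the lines. Where all libraries of a group had 3 counts or fewer, a fold was computed against 3 counts and is given as a lower bound. The fitted log2 fold change of such a gene depends on the prior count.

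A simulation had the same design, with 200 of 14584 genes changed by siYAP and none by YAP5SA. Every planted change was at least 1 on the log2 scale. The test recovered 68% of the changed genes in each line and 83% over both lines, and called 0 genes for YAP5SA. In the real data 324 of the 1904 genes called with siYAP over both lines changed that much. All simulated libraries shared the fitted spread, so a deviation of a single control was not tested. At this depth and replication, changes smaller than those recovered are not excluded by the absence of a call.

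The 12 gene lists were written by hand. Their scores came from fgsea on log2 fold changes with 10000 permutations and a fixed seed. A list passed at an FDR under 0.05, which the paper calls strongly significant, and lists under its wider limit of 0.25 were also counted. Genes named in the text are the 17 that the paper names around the RNA-seq experiment, the 3 largest rises and 3 largest falls of each arm's comparison over both lines among called genes that lay on the same side of the control in every treated library, EGFR as a check of the line labels, and CRB3. PLOD2, CDC42 and NPIPA7 were chosen after their values were seen. The comparisons, their tests, the rule for named genes, the gene lists and the alternatives were set before the data were examined. The work on 3' UTR sites, and every test of a technical explanation, was added after the main results had been seen. Most of these tests had their outcome rule written before they were run. For 2 of them, on a single library and on a mixed library, the rule was loosened after the value was known, so that an explanation first counted as excluded was left open. For 2 more, on a smaller effect of the construct and on loss of YAP activity at the sites, the rule applied was looser than the one written.

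Sites of 7 bases were counted in the 3' UTR of the transcript with the longest coding sequence of each gene in GENCODE v29, which was used for gene names, UTRs, length and GC content only. Of the tested genes 13618, or 92.8%, matched a transcript by name, and 10706 with a logCPM above 1 had a 3' UTR of at least 50 bases, YAP1 itself left out. Of the 16384 possible 7-mers, 15454 occurred in at least 100 genes. Each was scored by z, the difference of mean log2 fold change between genes with and without it over its standard error, after a fit on UTR length and GC content with their squares, and 1000 permutations of the genes gave the spread of the lowest and highest z. A site planted in simulated data with a fall of 0.2 on the log2 scale ranked 1.

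The alternatives were DESeq2, RLE size factors, no count filter, more than 10 counts in every library, FDR alone, an absolute log2 fold change of at least 1, the likelihood ratio test, each line fitted alone, siCTRL and empty vector as 2 controls, each treated library left out in turn, an additive model of line and treatment, a replicate block, the difference of differences and, for gene lists, camera, fry and a ranking by signed root F. In YAP5SA against siYAP, 100 of the 200 possible splits of the treated libraries within lines were drawn with a fixed seed. Positions were left out because the build is not named. The paper's Human Protein Atlas survey, mouse data and imaging were not analysed here.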

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

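The test of length and GC content for the ribosomal proteins list with YAP5SA, the sum over all NPIP and SMG1 genes, and the comparisons that left a single library and a mixed library open were chosen only after the result was seen. The design names the cell line and the treatment as biological differences, and neither was tested apart from the single control libraries.

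The effect of siYAP differed between A431 and HaCaT cells, by an interaction test, for 25 genes, 18 of them with the lower value in A431 cells. By fgsea on the same difference (Benjamini-Hochberg over 12 lists), the DNA replication and E2F targets list (NES -1.98, FDR = 0.00124) and keratinocyte differentiation (NES -1.78, FDR = 0.0095) had the lower value in A431 cells, the former because it fell more there and the latter because it rose in HaCaT cells, while MYC targets (NES 1.95, FDR = 0.00244) and ribosomal proteins (NES 1.96, FDR = 0.00124) had the higher value in A431 cells. Ribosomal proteins had an NES of 0.73 in A431 and -2.47 in HaCaT cells. All 4 lists passed in camera and none in fry, which takes the correlation between genes from the data. The 25 genes were 6 to 13 with any 1 siYAP library left out, 13 with RLE size factors and 294 with DESeq2. Each line has 1 siCTRL library, and a chance deviation of that library cannot be told apart from a difference between the lines. Of the 12 treated libraries set against the other 2 of their triplicate, the highest count was 428, for HaCaT YAP5SA replicate 2, and the siYAP libraries gave at most 10. By the rule written beforehand, a highest count below the 821 and 832 genes of the siYAP comparisons argued against a single library as their source. The rule was loosened once it was seen that, with each line fitted alone, A431 YAP5SA replicate 1 called 1786 genes in the A431 fit, where siYAP called 1017. In the HaCaT fit the highest library called 132 genes and siYAP 356. What keeps the explanation open is that the spread of the controls was not measured.

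The effect of YAP5SA differed between the lines for 13 genes, 10 of them with the lower value in A431 cells. The lists of DNA replication and E2F targets (NES 1.70, fgsea FDR = 0.0187), mitosis (NES 2.20, fgsea FDR = 0.00538) and proteasome (NES 2.13, fgsea FDR = 0.00538) had the higher value in A431 cells, all 3 in camera and none in fry. Within the lines mitosis had an NES of 1.62 in A431 and -2.16 in HaCaT cells, proteasome 1.77 and -1.31, and DNA replication and E2F targets 2.02 and -0.48. Of the lists that did not pass in fgsea, YAP targets, extracellular matrix and integrins had the lower value in A431 cells in fry (FDR = 0.0231 for each), and the first 2 also in camera (FDR = 0.000111 and 1.26e-05). The 13 genes became 876 (397 lower, 479 higher) without A431 YAP5SA replicate 1, 613 (290 lower, 323 higher) without HaCaT YAP5SA replicate 1, 498 without HaCaT replicate 2, and 1 without A431 replicate 2 or 3, so the count rests on which libraries are in the triplicates. A431 YAP5SA replicate 1 had the lowest YAP1 level of the 3, 1495 CPM. If it were a mixture with the empty vector library, it would have no more genes outside the range of the other 3 vector libraries of its line than they have. Of 9313 genes 9 lay outside by over 2-fold, against 4 for the empty vector, 1 for replicate 2 and 3 for replicate 3. By the rule written beforehand this argued against a mixture. The rule was loosened after the 9 was known, because the HaCaT YAP5SA replicates had 5, 48 and 6 such genes, so that 9 was not beyond the spread of unmixed libraries. If its construct had acted less, the YAP targets list would be higher in replicates 2 and 3. The median difference was 0.06 on the log2 scale, at percentile 74.5 of 10000 random lists matched for expression. The written rule took any rank within the random lists as against a smaller effect, but a rank above the middle does not exclude a small one. A mixture and a smaller effect cannot be told apart from ordinary spread, since the genes outside the range are few and the list's difference is small.

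The ribosomal proteins list, which the paper does not discuss, fell over both lines with siYAP (NES -1.98) and with YAP5SA (NES -1.79). The 2 falls passed the threshold in different lines. With siYAP its NES was 0.73 (fgsea FDR = 0.92) in A431 and -2.47 (fgsea FDR = 0.00183) in HaCaT cells, and with YAP5SA -1.72 (fgsea FDR = 0.00456) in A431 and -0.94 (fgsea FDR = 0.745, 58 of 79 genes lower) in HaCaT cells, so in neither line did it pass in both arms. Ribosomal protein transcripts are short, and length and GC content were taken out of the log2 fold changes. The fall with siYAP stayed past the threshold (fgsea FDR = 0.00104), which argues against these trends as its whole cause, but the fall with YAP5SA did not (fgsea FDR = 0.0632, against 0.00799 before, and from 0.000111 to 0.305 over the alternatives). Length and GC content may therefore account for part of the latter. With siCTRL and empty vector as 2 controls the fall with siYAP was not past the threshold (NES -0.85, FDR = 0.771), and without HaCaT YAP5SA replicate 1 that with YAP5SA was not (NES -1.38, FDR = 0.0739). In fry neither passed.

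The keratinocyte differentiation list rose with siYAP (NES 1.58). The rise lay in HaCaT cells (NES 1.82, fgsea FDR = 0.00179, 29 of 37 genes higher), where it also passed in camera (FDR = 0.00375) and fry (FDR = 0.0336) and where the median log2 fold change was 0.465, or 0.387 without the 6 genes at 3 counts or fewer in a group. In A431 cells the list did not rise (NES 1.04, fgsea FDR = 0.555). Over both lines its median was 0.001 without the 10 genes at 3 counts or fewer in a group. With length and GC content taken out it stayed past the threshold (fgsea FDR = 0.0325), which argues against these as its whole cause. Without genes that hold TTCTTAA or CTTCTTA in the 3' UTR it did not (32 genes, NES 1.46, fgsea FDR = 0.0638). Over the 35 genes with a 3' UTR the FDR was 0.0175. If the siCTRL libraries were the odd ones, the list would also be higher with the empty vector than with siCTRL in both lines. Over all 37 genes the smaller of the lines' medians of that difference was 0.12. Over the 26 genes with enough counts the medians were 0.586 in A431 and 0.059 in HaCaT cells, at percentiles 100.0 and 50.2 among 10000 random lists matched for expression. With siYAP the medians over these 26 genes were 0.018 and 0.181, at percentiles 62.2 and 99.3. A deviation of the siCTRL libraries cannot be told apart from an effect of siYAP, since each line has 1 of them. Over both lines the rise was not under an FDR of 0.05 in camera (FDR = 0.191), in fry (FDR = 0.132), with the signed root F (NES 1.19, FDR = 0.216), with more than 10 counts in every library (NES 1.15, FDR = 0.34), with siCTRL and empty vector as 2 controls (NES 1.15, FDR = 0.299) and without A431 siYAP replicate 2 (FDR = 0.0581).

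Among genes that the paper does not discuss, the largest changes with siYAP over both lines were a log2 fold change of -5.32 for KLHL23, -3.48 for DUXAP10, 6.27 for SMG1P5, 4.78 for ATP6V0D2 and 4.23 for CYP4F3. Each had a group at 3 counts or fewer, so these fitted values depend on the prior count. KLHL23 was at least 24.3-fold lower in HaCaT cells and DUXAP10 at least 3.37-fold lower, the latter from 9 counts in 1 siCTRL library. SMG1P5 was at least 75.8-fold higher in A431 cells, ATP6V0D2 at least 2.39-fold and CYP4F3 at least 3.63-fold. Pooling siCTRL and empty vector as 2 controls left ATP6V0D2 at 1.10 (FDR = 0.284), CYP4F3 at 0.59 (FDR = 0.382) and DUXAP10 at -2.77 (FDR = 0.0769), past no threshold. KLHL23 and SMG1P5 kept their calls over both lines there, but SMG1P5 lost its call in A431 cells (2.76, FDR = 0.124), and KLHL23 lost its call over both lines in the additive model (-2.33, FDR = 0.0515). Over all alternatives run the FDRs of these 3 genes reached 0.284, 0.382 and 0.547. ATP6V0D2 was not called over both lines without any 1 of the HaCaT siYAP replicates 1, 2 or 3, where its logCPM was not above 1. No technical explanation beyond the alternatives was tested for DUXAP10, ATP6V0D2 and CYP4F3.

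KLHL23 shares its sequence with a read-through gene. In HaCaT cells the sum of both was 3.6 CPM with siCTRL and 4.0 to 6.3 CPM with siYAP, a change of 0.48 on the log2 scale, while KLHL23 itself went to 0 counts. This is consistent with reads assigned to another row in HaCaT cells. In A431 cells the sum fell from 65.8 to between 37.2 and 45.7 CPM, so reassignment does not account for the change there, and KLHL23 also holds a TTCTTAA site. SMG1P5 has near-identical copies. In A431 cells it went from 0 to 11.1 CPM while the 5 SMG1 pseudogenes together went from 200.9 to between 195.4 and 249.3 CPM (0.16 on the log2 scale).

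With YAP5SA over both lines the largest changes were -4.55 for MMP12, -1.81 for ATP6V1B1, -1.76 for ALDH1A1, 5.57 for NPIPB3 and 4.39 for ANKRD1. MMP12 was at least 1.78-fold lower in A431 cells, from 5 counts with the empty vector, and in HaCaT cells fell from 8.31 to between 0.55 and 1.18 CPM (log2 fold change -3.34, edgeR FDR = 0.000333, Benjamini-Hochberg). With siYAP it rose in HaCaT cells, from 76.4 to between 216 and 238 CPM. ANKRD1 was at least 6.41-fold higher in A431 cells and rose from 8.50 to between 100.5 and 309 CPM in HaCaT cells. ATP6V1B1 was not called without A431 YAP5SA replicate 2 (FDR = 0.0741), A431 replicate 3 (FDR = 0.079) or HaCaT replicate 3 (FDR = 0.0552), nor ALDH1A1 without A431 YAP5SA replicate 2 (FDR = 0.0555) or 3 (FDR = 0.0619). All 5 lost their calls in the additive model (FDR from 0.0774 to 0.535). ALDH1A1 also lost its calls with siCTRL and empty vector as 2 controls, over both lines (-1.15, FDR = 0.166) and in HaCaT cells (-2.2, FDR = 0.0746). No technical explanation beyond the alternatives was tested for MMP12, ATP6V1B1, ALDH1A1 and ANKRD1, and an effect of YAP5SA stays open.

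NPIPB3 was at least 39.4-fold higher in HaCaT cells, from 0 counts with the empty vector, and reversed with siCTRL and empty vector as 2 controls, since siCTRL had 18.8 CPM. Reads moved between near-identical copies would leave the sum of the family unchanged. The 4 NPIPB genes together rose from 5.1 to between 11.4 and 18.7 CPM, by 1.54 on the log2 scale, while all 16 NPIP and SMG1 genes together changed by 0.03. The 6 NPIPA genes fell in A431 cells with siYAP by 0.59 from 52.7 CPM while NPIPA7, chosen after its values were seen, went from 0 to 5.65 CPM. Which copies share reads is not known from the table, so reassignment cannot be told apart from a change of the family.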

How the results depend on the processing

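None of the alternatives in this part was chosen after a result was seen. Counts are genes called, and the cause of each change was not tested except where the alternative's own construction gives it.

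With DESeq2 the counts were 1430 for A431 siYAP, 1345 for HaCaT siYAP, 3 for A431 YAP5SA, 1063 for YAP5SA over both lines, 294 (177 lower, 117 higher) for the difference of siYAP between lines and 943 (530 lower, 413 higher) for that of YAP5SA, and 61 and 45 genes moved in opposite directions between the arms. Independent calls, taken over all tested genes, would give 65.0 and 27.8 genes in opposite directions with DESeq2. DESeq2 gave from 0 to 2276 genes no adjusted p in these comparisons. The likelihood ratio test called 1294 genes for A431 siYAP, 3 for A431 YAP5SA, 970 for YAP5SA over both lines, 210 (125 lower, 85 higher) and 778 (477 lower, 301 higher) for the differences between lines, and 54 and 40 in opposite directions. An added minimum of 1 for the absolute log2 fold change, which can only lower a count, left 303 (167 lower, 136 higher) for A431 siYAP, 308 (131 lower, 177 higher) for HaCaT siYAP, 754 (176 lower, 578 higher) for HaCaT YAP5SA, 324 (128 lower, 196 higher) and 77 (19 lower, 58 higher) for siYAP and YAP5SA over both lines, 2552 for YAP5SA against siYAP, and 3 and 3 in opposite directions. RLE size factors called 13 (8 lower, 5 higher) and 108 genes for the differences between lines. No count filter called 2 for A431 YAP5SA and 35 for the YAP5SA difference, and more than 10 counts in every library 217 for the latter.

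Each line fitted alone called 356 genes for HaCaT siYAP and 662 (249 lower, 413 higher) for HaCaT YAP5SA, with fewer libraries behind the spread. With siCTRL and empty vector as 2 controls, a setting that mixes arms, the counts were 198 (156 lower, 42 higher) for A431 siYAP, 2941 (2205 lower, 736 higher) for HaCaT siYAP, 1 for A431 YAP5SA, 2933 (2042 lower, 891 higher) and 766 (465 lower, 301 higher) for siYAP and YAP5SA over both lines, 11 (2 lower, 9 higher) and 1 for the differences between lines, and 48 and 54 in opposite directions. HaCaT YAP5SA called 1908 genes there, 1208 lower and 700 higher, but only 892 of the 2001 genes first called were among them in the same direction. The additive model called 0 genes for YAP5SA over both lines, where 1342 had an unadjusted p under 0.05, and so 0 and 0 in opposite directions. YAP5SA against siYAP called 5599 genes with a replicate block and 1413 as a difference of differences. The replicate numbers were not shown to pair the libraries, since the same-number correlations lay between -0.061 and 0.137, with 3 of 6 above 0.1.

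The Pearson and Spearman correlations of the arms, 0.114 and 0.004, were 0.074 and -0.004 with DESeq2, 0.158 and 0.091 with no filter, -0.064 and -0.054 with more than 10 counts in every library, -0.149 and -0.329 with the 2 controls, and 0.021 and -0.046 in the additive model. For a single library against the other 2 of its triplicate, the median and highest of 12 counts were 4.5 and 1010 with the likelihood ratio test, 3 and 805 with DESeq2, and 0 and 1786 with each line alone, the latter in the A431 fit. The median was 0 with more than 10 counts in every library, and the highest was 253 with the fold change minimum. Of 12 lists, 2 passed in fry with siYAP, and with YAP5SA 9 passed with the signed root F and 8 with the 2 controls.

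Leaving out 1 library gave 331 (without replicate 3) to 542 genes for A431 siYAP, 522 (without replicate 3) to 707 for HaCaT siYAP, 0 to 87 (without replicate 1) for A431 YAP5SA, 1140 (without replicate 3) to 2907 (without replicate 1) for HaCaT YAP5SA, 1302 to 1620 for siYAP over both lines, 50 (without A431 replicate 3) to 1370 (without HaCaT replicate 1, 652 lower and 718 higher) for YAP5SA over both lines and 8089 to 8785 for YAP5SA against siYAP. The differences between lines ran from 6 to 13 for siYAP, and from 1 (without A431 YAP5SA replicate 2 or 3) to 876 (without A431 YAP5SA replicate 1). Opposite directions ran from 8 to 66 and from 4 to 55, the correlations from 0.075 to 0.116 and from -0.038 to 0.029, and the lists that passed from 6 to 7 with siYAP and from 4 to 5 with YAP5SA.

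Several single genes reversed. With siCTRL and empty vector as 2 controls the log2 fold changes became 0.01 for RPTOR and -0.75 for AREG with siYAP, and 0.26 for ITGA6, -0.05 for ITGB1, -0.03 (HaCaT alone -0.05) for ITGB4 and -0.65 (HaCaT alone -1.30) for NPIPB3 with YAP5SA. CTGF with siYAP was -0.17 in the additive model and ran from -1.97 (without A431 siYAP replicate 3) to 0.5, at counts too low to measure a change. ITGA6 with YAP5SA ran from -0.08 to 0.02.

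Among the lists with siYAP, YAP targets fell with the signed root F (NES -1.15), camera (FDR = 0.35, Benjamini-Hochberg), fry (FDR = 0.24), more than 10 counts in every library (NES -1.02), the 2 controls (NES -1.14) and DESeq2 (NES -0.82), and ran from -0.92 to 0.75 with 1 library left out. Translation factors fell with the signed root F (NES -1.65), camera (FDR = 0.0086), fry (FDR = 0.097), more than 10 counts in every library (NES -1.03) and the 2 controls (NES -1.26). With the 2 controls EGFR and ERK targets had an NES of -1.09 and interferon-stimulated genes -2.97. With YAP5SA mitosis had an NES of 2.52 with the 2 controls, and keratinocyte differentiation fell with the signed root F (NES -1.56), camera (FDR = 0.087), fry (FDR = 0.20), more than 10 counts in every library (NES -2.14) and DESeq2 (NES -1.16), and ran from -1.24 to 1.04.

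Of the other values of single genes, 44 lost a call and 13 gained one under an alternative, and 31 lost and 5 gained one with 1 library left out. For lists 13 lost and 14 gained a call, and 2 and 2 with 1 library left out. YAP1 with siYAP in each line and over both, the fall of DNA replication and E2F targets with siYAP, and the rise of YAP targets and of EGFR and ERK targets with YAP5SA kept their direction and call in every alternative run for them. FDR under 0.05 alone changed no direction or call of a named gene, nor did RLE size factors. The depth limits genes near 3 counts, such as CTGF in A431 cells, and the single controls limit every comparison within an arm.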

Differences from the paper's values

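No test in this part was chosen after a result was seen. The paper's text states no value for a measure that was also computed here. Some results, with each arm set against its own control, did not follow a gene or direction that the paper gives. The paper compares YAP gain with loss of function. The direct comparison of YAP5SA with siYAP over both lines called 15 of its 17 named genes. Of the 17, 13 were higher and 4 lower with YAP5SA. Vector and siRNA transfection differ there along with YAP, so these calls cannot be credited to YAP alone. Gene lists are held to the FDR of 0.25 at which the paper judges a set significant.

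The paper lists Hippo and YAP sets among those regulated by YAP. The YAP targets list rose with YAP5SA, but with siYAP its NES was 0.66 (fgsea FDR = 0.92, Benjamini-Hochberg), and no setting gave a fall under an FDR of 0.05. A fall under 0.25 was given by fry (FDR = 0.237) and by the ranking by signed root F (NES -1.15, FDR = 0.239), with FDRs up to 0.974 over the alternatives.

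The paper lists global translation regulators among the sets. Translation factors had an NES of 0.81 (fgsea FDR = 0.838) with siYAP and 0.77 (fgsea FDR = 0.895) with YAP5SA. With siYAP the list fell under 0.25 in camera (FDR = 0.00856), with the ranking by signed root F (NES -1.65, FDR = 0.00881), in fry (FDR = 0.0967) and with siCTRL and empty vector as 2 controls (NES -1.26, FDR = 0.235). With YAP5SA over both lines it rose under 0.25 in camera alone (FDR = 0.226). Within the lines it fell with siYAP in HaCaT cells (NES -1.53, fgsea FDR = 0.0276, 0.000488 in camera and 0.0841 in fry) and rose with YAP5SA in A431 cells (NES 1.59, fgsea FDR = 0.0276, 0.000199 in camera).

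The paper names EGFR-Ras targets and regulators of interaction with the extracellular matrix. The EGFR and ERK list did not pass with siYAP (NES 1.04, fgsea FDR = 0.518). It rose under 0.25 with more than 10 counts in every library (NES 1.58, FDR = 0.0276), in camera (FDR = 0.116), with the signed root F (FDR = 0.186), in fry (FDR = 0.237) without HaCaT siYAP replicate 1 (FDR = 0.24) and in HaCaT cells alone (NES 1.24, fgsea FDR = 0.238), in the same direction as with YAP5SA. The extracellular matrix list rose with siYAP (NES 1.53, fgsea FDR = 0.0177, but 0.0688 in fry) and did not pass with YAP5SA (NES 1.20, fgsea FDR = 0.309), but was under 0.25 with the ranking by signed root F (NES 1.49, FDR = 0.0277), more than 10 counts in every library (FDR = 0.0756), camera (FDR = 0.0874), the 2 controls (FDR = 0.166), fry (FDR = 0.201), and without YAP5SA replicate 2 of A431 (FDR = 0.217) or HaCaT (FDR = 0.231). In HaCaT cells alone it rose with YAP5SA (NES 1.44, fgsea FDR = 0.0701, 0.000672 in camera and 0.0144 in fry), and in A431 cells it had the lower value (NES -1.10, fgsea FDR = 0.32, 0.00749 in camera).

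The paper treats CYR61, CTGF and AREG as induced by YAP. None was called with siYAP over both lines in any setting, and AREG was higher with siYAP in HaCaT cells (log2 fold change 2.04, edgeR FDR = 0.211, Benjamini-Hochberg). The HaCaT siCTRL library had only 11 counts for AREG and 16 for CTGF, and CTGF had at most 6 in any A431 library. A fall of AREG in HaCaT cells or of CTGF in either line could hardly be measured. AREG was not called over both lines with YAP5SA (edgeR FDR = 0.0756). It was with DESeq2 (FDR = 0.0378), no count filter (FDR = 0.0473), the likelihood ratio test (FDR = 0.0164), and without YAP5SA replicate 1 of A431 (FDR = 0.028) or HaCaT (FDR = 0.0263), and adjusted over the list alone. CTGF was not called over both lines (edgeR FDR = 0.16), but was with the likelihood ratio test (FDR = 0.0128) and adjusted over the list alone. Its fitted value there depends on the prior count.

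The paper treats integrins α3, α6, β1, β2 and β4 as induced by YAP. ITGA6 and ITGB1 changed by -0.04 (edgeR FDR = 0.893) and 0.03 (edgeR FDR = 0.898) with YAP5SA, and no setting called either there. ITGA6 was called lower with siYAP with siCTRL and empty vector as 2 controls (FDR = 0.0182) and in the additive model (FDR = 0.0456). The former includes the difference between the controls, since ITGA6 had 2119 CPM with the empty vector and 661 CPM with siCTRL in HaCaT cells. ITGB4 rose, rather than fell, with siYAP (0.61, edgeR FDR = 0.0305), a call lost without A431 siYAP replicate 3 (FDR = 0.0519) or HaCaT siYAP replicate 3 (FDR = 0.0547), and ITGA3 changed by 0.30 (edgeR FDR = 0.119). ITGB4 was called with YAP5SA over both lines with DESeq2 (FDR = 0.0373) and adjusted over the list alone.

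Of the cell cycle and growth genes, the paper names CCNE2, PCNA, E2F1, RPTOR, ODC1 and AZIN2 as regulated by YAP. None was called with YAP5SA over both lines (edgeR FDR from 0.148 to 0.743). RPTOR was without A431 YAP5SA replicate 1 (FDR = 0.0342), and ODC1 was without A431 YAP5SA replicate 1 (FDR = 0.0228) or HaCaT YAP5SA replicate 1 (FDR = 0.0483) and adjusted over the list alone. With siYAP over both lines CCNE2, RPTOR, ODC1 and AZIN2 were not called. CCNE2 was called with siCTRL and empty vector as 2 controls (FDR = 0.00946), a setting that brings the difference between the controls into the test. In HaCaT cells CCNE2 had 67.4 CPM with the empty vector and 7.70 CPM with siCTRL. The siYAP libraries, at 10.25 to 13.55 CPM, lay above siCTRL, so this call does not show a fall with siYAP in that line. ODC1 was called with the likelihood ratio test (FDR = 0.0389), the 2 controls (FDR = 0.0156) and the additive model (FDR = 0.000696). Its 2 controls also differed in HaCaT cells, with 60.7 CPM for the empty vector and 14.0 CPM for siCTRL. AZIN2 rose with siYAP (0.99, edgeR FDR = 0.194) and was called higher in the additive model (FDR = 0.0164). The paper writes CycE1 (CCNE2), so CCNE1 may be meant in place of CCNE2. CCNE1 was called with neither arm over both lines, but was called lower with siYAP with the 2 controls (-1.8, FDR = 0.00829). Those controls differed in HaCaT cells, with 4.94 CPM for the empty vector and 0.82 CPM for siCTRL.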

Other observations

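For the sites in 3' UTRs, the tests against seed-matched action, UTR length and GC content, and the largest of many 7-mers were chosen only after the result was seen, and the other tests were chosen after the patterns but before their own results.

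YAP5SA against siYAP called 8571 genes over both lines, many times more than either arm against its own control. Of 100 splits of the 6 treated libraries of each line, out of 200 possible, 1, the real one, called as many. The next called 6932 and the median of the others was 0. Nearly all other splits put siRNA and vector libraries in the same group of a line, which widens the fitted spread. Their low counts therefore do not show how many genes would be called by chance. The comparison sets vector against siRNA libraries. If a difference between those 2 kinds of library were behind it, the control libraries would share it, and across 12240 genes the difference of empty vector from siCTRL had a Pearson correlation of 0.773 with that of YAP5SA from siYAP (Spearman 0.733), 0.4 in A431 and 0.818 in HaCaT cells. Genes are not independent replicates, and both differences rest on the same culture and transfection conditions. A shared difference between vector and siRNA libraries may therefore account for much of the 8571, and an effect of YAP itself is tested by the comparisons within arms. In HaCaT cells 3639 genes differed by more than 1 on the log2 scale between the 2 controls, and 553 in A431 cells.

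Genes that fell with siYAP shared a 7-base site in the 3' UTR. TTCTTAA had the lowest z of 15454 7-mers in A431 cells (-9.71) and again the lowest in HaCaT cells (-12.72), and CTTCTTA, which overlaps it, ranked 2 in both. Over both lines z was -12.87 with length and GC content taken out, which argues against these as the cause, and the lowest z of 1000 permutations of the genes was -5.5, which argues against the largest of many 7-mers by chance. The 2368 genes with TTCTTAA were lower by a mean of -0.175 on the log2 scale. The joint site CTTCTTAA occurs 1 time in the 5398 bases of the YAP1 transcript, where 7.6% of 8-base sites would occur. A candidate explanation is that an siRNA of the pool against YAP acts on other mRNAs through its seed. The site was also lowest in both lines with siYAP set against the empty vector (z -9.67 and -6.63), and not with siCTRL set against the empty vector (-0.77 and -0.76). If loss of YAP activity lowered genes with this site, YAP5SA would raise them, and z was -1.7 in A431 and -0.45 in HaCaT cells. In HaCaT cells, where the test was set, the 2 arms' log2 fold changes were hardly related (Spearman 0.036). In A431 cells their ranks ran in opposite directions (-0.248), and DNA replication and E2F targets had an NES of -3.29 with siYAP and 2.02 with YAP5SA, so the absence of a rise there weighs against loss of YAP. An effect of the loss that the gain does not mirror cannot be told apart from action of the siRNA, although the rule written for the test took a z near 0 as against it. The sequences of the siRNAs were not used here.

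Genes that rose with siYAP shared another site, GAATATA, with the highest z in A431 (6.37) and in HaCaT cells (8.73), above the 5.9 of the permutations. It does not occur in the YAP1 transcript. With siCTRL set against the empty vector its z was -8.51 in A431 cells, the lowest of all, and -5.12 in HaCaT cells, rank 2 after the overlapping TGAATAT, and with siYAP set against the empty vector it was -0.86 and -0.24. This is consistent with seed-matched action of the control siRNA, which would make genes with the site look raised by siYAP. Neither site was known before the data were examined, and both readings are hypotheses.

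The sites touch the gene lists to different degrees. Without genes that hold TTCTTAA or CTTCTTA the DNA replication and E2F targets list still fell with siYAP (48 genes, NES -3.32, fgsea FDR = 0.00419, Benjamini-Hochberg), and with length and GC content taken out its FDR was 0.00104. This argues against direct action of the siRNA on the list's own mRNAs and against these trends as the whole cause. An indirect effect, through a lowered mRNA that acts on the cell cycle, stays open and was not tested. The extracellular matrix list rose without genes that hold either site (39 genes, fgsea FDR = 0.0174), and with length and GC content taken out (fgsea FDR = 0.0362). The rise of keratinocyte differentiation was not under 0.05 without genes that hold either site (30 genes, NES 1.48, fgsea FDR = 0.0647). Over its 35 genes with a 3' UTR the FDR was 0.0175. The YAP targets list rose with YAP5SA with length and GC content taken out (fgsea FDR = 0.000935), which argues against these as the whole cause of its rise. For DNA replication and E2F targets, extracellular matrix and YAP targets the single controls stay open.

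CDC42 and PLOD2 were chosen after their values were seen. CDC42, whose silencing the paper uses in Caco2 cells, fell with siYAP in both lines, from 468 to between 205 and 225 CPM in A431 and from 574 to between 243 and 257 CPM in HaCaT cells (log2 fold change -1.16, SE 0.08, edgeR FDR = 3.78e-06 over both lines, Benjamini-Hochberg). Its 3' UTR holds the 8-base site at 1 place, and so each of the 2 overlapping 7-mers 1 time. This is consistent with seed-matched action on CDC42 and does not exclude an effect of YAP. With YAP5SA it changed by 0.02 in A431 and by -0.60 (edgeR FDR = 0.00807) in HaCaT cells. PLOD2 fell from 211 to between 34.7 and 43.1 CPM in A431 and from 34.4 to between 3.79 and 5.69 CPM in HaCaT cells with siYAP (-2.65, edgeR FDR = 1.8e-07), and changed by -0.04 with YAP5SA (edgeR FDR = 0.888). Its 3' UTR holds 3 copies of TTCTTAA.

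EGFR, which is amplified in A431 cells, had 750 to 1358 CPM in A431 and 298 to 557 CPM in HaCaT libraries. A further 29 genes with a mean above 50 counts in A431 libraries had no count in any HaCaT library, and 53 the reverse. CRB3, a member of the apical complex that the paper discusses, had 2.98 to 5.05 CPM in A431 and 5.89 to 8.96 CPM in HaCaT cells.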
